# Microarray Analysis of Rice d1 (RGA1) Mutant Reveals the Potential Role of G-Protein Alpha Subunit in Regulating Multiple Abiotic Stresses Such as Drought, Salinity, Heat, and Cold

**DOI:** 10.3389/fpls.2016.00011

**Published:** 2016-01-28

**Authors:** Annie P. Jangam, Ravi R. Pathak, Nandula Raghuram

**Keywords:** G-protein, heat, cold, salt, drought, stress, rice, RGA1

## Abstract

The genome-wide role of heterotrimeric G-proteins in abiotic stress response in rice has not been examined from a functional genomics perspective, despite the availability of mutants and evidences involving individual genes/processes/stresses. Our rice whole transcriptome microarray analysis (GSE 20925 at NCBI GEO) using the G-alpha subunit (RGA1) null mutant (Daikoku 1 or d1) and its corresponding wild type (*Oryza sativa* Japonica Nipponbare) identified 2270 unique differentially expressed genes (DEGs). Out of them, we mined for all the potentially abiotic stress-responsive genes using Gene Ontology terms, STIFDB2.0 and Rice DB. The first two approaches produced smaller subsets of the 1886 genes found at Rice DB. The GO approach revealed similar regulation of several families of stress-responsive genes in RGA1 mutant. The Genevestigator analysis of the stress-responsive subset of the RGA1-regulated genes from STIFDB revealed cold and drought-responsive clusters. Meta data analysis at Rice DB revealed large stress-response categories such as cold (878 up/810 down), drought (882 up/837 down), heat (913 up/777 down), and salt stress (889 up/841 down). One thousand four hundred ninety-eight of them are common to all the four abiotic stresses, followed by fewer genes common to smaller groups of stresses. The RGA1-regulated genes that uniquely respond to individual stresses include 111 in heat stress, eight each in cold only and drought only stresses, and two genes in salt stress only. The common DEGs (1498) belong to pathways such as the synthesis of polyamine, glycine-betaine, proline, and trehalose. Some of the common DEGs belong to abiotic stress signaling pathways such as calcium-dependent pathway, ABA independent and dependent pathway, and MAP kinase pathway in the RGA1 mutant. Gene ontology of the common stress responsive DEGs revealed 62 unique molecular functions such as transporters, enzyme regulators, transferases, hydrolases, carbon and protein metabolism, binding to nucleotides, carbohydrates, receptors and lipids, morphogenesis, flower development, and cell homeostasis. We also mined 63 miRNAs that bind to the stress responsive transcripts identified in this study, indicating their post-transcriptional regulation. Overall, these results indicate the potentially extensive role of RGA1 in the regulation of multiple abiotic stresses in rice for further validation.

## Introduction

Abiotic stress responses in plants are being increasingly addressed on a genome-wide scale to find newer gene targets for protecting crop yields in the era of climate change (Pandey et al., 2015). Rice has been a crop of particular interest in this regard, not only because of its popularity as a post-genomic model crop, but also its importance as a staple food for half of the world's population. In rice, transcriptome-wide analyses of abiotic stress response have been reported in terms of either specific stresses, or specific families of genes that respond to multiple stresses, or both. They include drought-responsive (Wang et al., 2011) and salinity-responsive (Jiang et al., 2013) rice transcriptomes spanning multiple gene families, pathways, and transcription factors. Studies that examined multiple stresses in parallel include transcriptome-wide response to water-deficit, cold, and salt stress in rice (Ray et al., 2011; Venu et al., 2013).

There have been many other whole transcriptome microarray studies in rice under different abiotic stress conditions, but they reported only specific gene families that responded to various stresses. They include the MADS-box transcription factor family (Arora et al., 2007), F-Box Proteins (Jain et al., 2007), calcium-dependent protein kinase (CDPK) gene family (Ray et al., 2007), auxin-responsive genes (Jain and Khurana, 2009), protein phosphatase gene family (Singh et al., 2010), Sulfotransferase (SOT) gene family (Chen et al., 2012), thioredoxin gene family (Nuruzzaman et al., 2012), half-size ABC protein subgroup G (Matsuda et al., 2012), class III aminotransferase gene family (Sun et al., 2013), Ca^2+^ ATPases gene family (Kamrul Huda et al., 2013), Rice RING E3 Ligase Family (Lim et al., 2013) etc.

Hetetrotrimeric G-protein signaling components have often been implicated in stress response in plants. For example, in pea, Gα subunit was shown to be up-regulated by heat, as well as to impart heat and salt tolerance when overexpressed in transgenic tobacco, whereas the Gβ subunit imparted only heat tolerance (Misra et al., 2007). The role of α subunit in salt stress has also been shown in Arabidopsis (Colaneri et al., 2014), rice, and maize (Urano et al., 2014). Recently, we demonstrated that stress-related genes/pathways constitute the largest functional cluster of GPCR/G-protein-regulated genes in *Arabidopsis* using whole transcriptome analyses of knock-out mutants of GCR1 and GPA1 (Chakraborty et al., 2015a,b).

The rice G protein subunits are well characterized as RGA1 for Gα subunit (Ishikawa et al., 1995), RGB1 for Gβ subunit (Ishikawa et al., 1996) and RGG1 and RGG2 for the Gγ subunits (Kato et al., 2004). The expression of rice Gα subunit (RGA1) gene was reported to be up-regulated by salt, cold, and drought stresses, and down regulated by heat stress (Yadav et al., 2013). However, the regulation of the two Gγ subunits was different—while both RGG1 and RGG2 were up-regulated in salt, cold, heat, and ABA treatments, only RGG1 was up-regulated in drought stress (Yadav et al., 2012). While these two studies demonstrated that abiotic stresses regulate the expression of Gα and Gγ genes in rice, the role of G-proteins in mediating various stress responses in rice remains uncharacterized on a genome-wide scale. The availability of a natural mutant of RGA1 (D1) in rice (Ashikari et al., 1999) makes a functional genomic approach particularly attractive in this regard. We carried out a microarray analysis of this RGA1 mutant in comparison with the wild type in rice (GSE 20925 at NCBI GEO), which provided a convenient starting point for the present study, to examine the stress-related genes in the genome-wide response to the RGA1 null mutation in rice. In specific terms, we asked what proportion of the RGA1-regulated transcriptome corresponds to abiotic stress response in rice and how are these genes distributed in terms of major individual abiotic-stresses or in terms of their differential regulation in the RGA1 mutant or normal rice plants. We report here an integrative analysis of our experimental RGA1 mutant microarray data with the *in silico* meta data analysis of the known response of normal rice plants to various abiotic stresses.

## Materials and methods

### Plant material and growth conditions

Seeds of the rice d1 mutant (devoid of Gα subunit or RGA1) and its corresponding wild type (*Oryza sativa* japonica Nipponbare) were obtained from the Faculty of Agriculture, Kyushu University, Japan. They were surface-sterilized with 70% ethanol and 0.01% Triton-X 100 and grown on 0.5x B5 media containing 0.7% agar at 25 ± 1°C with fluorescent white light intensity of 1 kilo lux and a 12/12 photoperiod for 25 days till the emergence of the tertiary leaves and used for microarray analysis.

### RNA isolation and analysis

Total RNA was isolated by hot phenol extraction and lithium chloride precipitation method as described (Pathak and Lochab, 2010). Total RNA was qualitatively and quantitatively analyzed by spectrophotometry and agarose gel electrophoresis. Prior to microarray experiments, RNA integrity values (RIN) of the total RNA samples were determined using the Agilent 2100 Bionalyzer equipment as per the manufacturer's instructions and only samples with RIN values higher than 5 were used for microarray experiments.

### Whole transcriptome microarray

cRNA labeling of total RNAs from the RGA1 mutant and its corresponding wild type was carried out using Agilent Low RNA Input Fluorescent Linear Amplification Kit (USA) as per the manufacturer's instructions, using Cy3 and Cy5 dyes (Perkin-Elmer, USA). Amplified samples were purified using Qiagen's RNeasy mini spin columns. The quantity and specific activity of cRNA was determined by using NanoDrop ND-1000 Spectrophotometer. Samples with specific activity >8 were hybridized with Agilent rice whole genome 60-mer microarrays (4 × 44 K, Ver 2) at 65°C for 17 h using Agilent Microarray Hybridization materials and equipment, as per the manufacturer's instructions. Slides were washed for 1 min each with Agilent Gene expression Wash Buffer I and II at RT and 37°C, respectively, and rinsed with acetonitrile for cleaning up and drying. They were scanned on an Agilent scanner (G2565B) at 100% laser power. Data extraction was carried out with Agilent Feature Extraction software (version 9.1).

The raw data was normalized using the recommended “Per Chip and Per Gene Normalization” feature of the software GeneSpring GX Version 11.5. 

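The pair of arrays compared the d1 mutant with its wild type in swapped dyes, so each log2 ratio was taken as the channel labelled mutant over the channel labelled wild type. After normexp background correction and loess within each array, these ratios had a Pearson correlation of 0.730 and a Spearman correlation of 0.480 between the arrays across 42287 probes, which are not independent replicates. The sign of the ratio was the same on both arrays for 61.6% of the probes. Among 23437 probes well above background in the channel of at least 1 genotype on both arrays, the Pearson correlation was 0.885, the Spearman correlation was 0.833 and 80.5% had the same sign. The Pearson correlation moved most with an offset of 0 in the background correction in place of 50, which gave 0.574. When the swapped array was not turned, so that the ratio was Cy5 over Cy3 on both, 1 probe changed by at least 2-fold with an unadjusted p under 0.05. The genotype difference enters the residual of that fit, and by the fold alone 89 probes changed.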

The correlation of replicates was checked using principal component analysis and correlation coefficients were obtained. The geometric mean (geomean) fold change values are represented as log_2_. The average data of biological replicates were used for final calculations. Log_2_ fold change value of 1.0 with a *p*-value of 0.05 was taken as the cut-off to identify the differentially regulated genes (DEGs).

### Data mining and meta-analysis of the stress related genes

The stress-related genes were segregated from the above RGA1-regulated DEGs using the GO term “stress.” This was done using rice genome annotation version 7 and also validated with the “manually curated database for rice proteins” (Gour et al., 2013). Further data mining was done using the genes corresponding to individual stresses downloaded from the stress responsive transcription factor database (STIFDB2.0, Naika et al., 2013), to find RGA1-regulated DEGs corresponding to heat, drought, salt, and cold. In order to identify additional stress-related genes among RGA1-responsive genes, our entire RGA1-regulated transcriptome was used as an input at the online database RiceDB (Narsai et al., 2013) to identify all the rice genes that responded to at least one of the four abiotic stresses i.e., cold, heat, drought, and salt. These genes were sorted into up-regulated and down-regulated sets and subjected to various Venn selections (Oliveros, 2007–2015) to generate a core list of 1498 stress-responsive genes common to all four stresses in rice. The core gene list was further classified into various functional categories, pathways and processes using a GO enrichment analysis tool, AGRIGO (Du et al., 2010) with binomial statistical test and cut-off for FDR-adjusted *P*-value of 0.05. Hierarchical clustering was done using average linkage based on Euclidean distance subsets of individual stress conditions such as heat, cold, drought/dehydration, salt, submergence, and shift from aerobic to anaerobic germination, cold, and drought. Biclustering was done with a threshold value of 1 and the largest bicluster was used for the analysis. Expression data were obtained for both the clustering analyses using Genevestigator (Zimmermann et al., 2004).

### RT-PCR validation of the stress-related genes

In order to validate the stress-responsive genes identified from the microarray results, quantitative RT-PCR experiments were carried out using total RNAs isolated from two biological replicates of the wild type and RGA1 mutant rice plants grown and harvested under similar conditions. Two technical replicates were used to set up RT-PCR from each of the biological replicates, using gene-specific primers designed in-house for the selected genes. The primer sequences are provided in Supplementary Table 2. PCR amplifications were performed in 20 μl by using the KAPA SYBR FAST universal QPCR kit (KAPA BIOSYSTEMS) with 1.0 μl of sample cDNA prepared by using iScript cDNA synthesis kit (Cat#170-8891) from BIORAD and 100 n moles of each gene-specific primer. Actin (ACT) was used as an internal control for normalization. Quantification of the relative changes in gene expression was performed by using the 2^−ΔΔCT^ method (Pfaffl, 2001).

## Results

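The d1 mutant of rice, which carries a natural mutation in the Gα gene RGA1, was compared with its wild type on 2 Agilent arrays of 60-mer oligonucleotides, each hybridized with both genotypes in different dyes. The plants were 25 days old and had been grown at 25°C with 12 h of light and 12 h of dark. Total RNA from a fresh batch of plants was used on the second array, where the dyes were swapped, so that the arrays are 2 biological replicates. By the labels, replicate 1 has the mutant in Cy3 and the wild type in Cy5, and replicate 2 the reverse. The authors deposited the scanner output of Agilent Feature Extraction, in which the brightness of each spot and its local background are given as linear intensities without normalization between the dyes. Each array held 45151 spots, and after removal of 1417 controls the remaining spots carried 42477 different probes for 29690 loci. The median signal over background was 3.46 in Cy3 and 9.47 in Cy5 on replicate 1, and 5.04 in Cy3 and 9.20 in Cy5 on replicate 2. Between 46.8% and 70.3% of the non-control spots were well above background in a channel. The number of arrays limits the precision of every ratio. Background was corrected in limma by normexp with an offset of 50, spots marked as outliers by the scanner software were left out, each array was normalized by loess, and the spots of a probe were averaged. The mean log2 ratio of the channel labelled mutant over the channel labelled wild type was then tested in limma with the variance moderated across probes, and the Benjamini-Hochberg method was used for adjusted p-values. A probe passed the threshold with an absolute log2 ratio of at least 1 and an unadjusted p under 0.05. A gene with several probes is represented by its brightest probe, and errors are the SD over the 2 arrays. Where a probe was not well above background for a genotype on either array, its ratio is given only as a lower bound, taken against the dimmest signals that the scanner software calls well above background. RGA1 (Os05g0333200, chromosome 5) was brighter in the channel labelled mutant on both arrays with all 7 of its probes, and all 7 passed the threshold. Its brightest probe had a log2 ratio of 3.60 on each array (adjusted p = 2.9e-06 from limma). The 4 probes that were not bounds had ratios from 1.19 to 3.60. In the processed signals of the scanner software, the median over the probes was 1656 in the channel labelled mutant and 39.0 in the channel labelled wild type on replicate 1. On replicate 2 the corresponding medians were 1663 and 58.8. For 3 of the probes the channel labelled wild type was not well above background on either array, which gives bounds of at least 8.03-fold to at least 8.68-fold, and for the other 4 it was on 1 of the arrays. Since the mutated gene itself was brighter in the channel labelled mutant, the channels are named by their labels and every direction drawn from these arrays is that of the labels. The Gβ gene (Os03g0669200) had a log2 ratio of 0.35 ± 0.24 (SD, n = 2 arrays, adjusted p = 0.52 from limma). For the Gγ1 gene (Os03g0635100) it was 0.37 ± 0.78 (adjusted p = 0.57), with opposite signs on the arrays, and it passed, higher, only with the processed signals at 1.21 and the series matrix values at 1.43. A gene described on the array as a β subunit-like protein (Os01g0686800), not as a subunit, was lower in the channel labelled mutant by −1.03 ± 0.35 (adjusted p = 0.022), with 1 of its 5 probes past the threshold. Another such gene (Os05g0552300) had −0.99 ± 0.48 (adjusted p = 0.03), under the threshold, which it passed with an offset of 0 at −1.04, the processed signals at −1.11 and median centring or the series matrix values at −1.12.

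**Figure D1:**
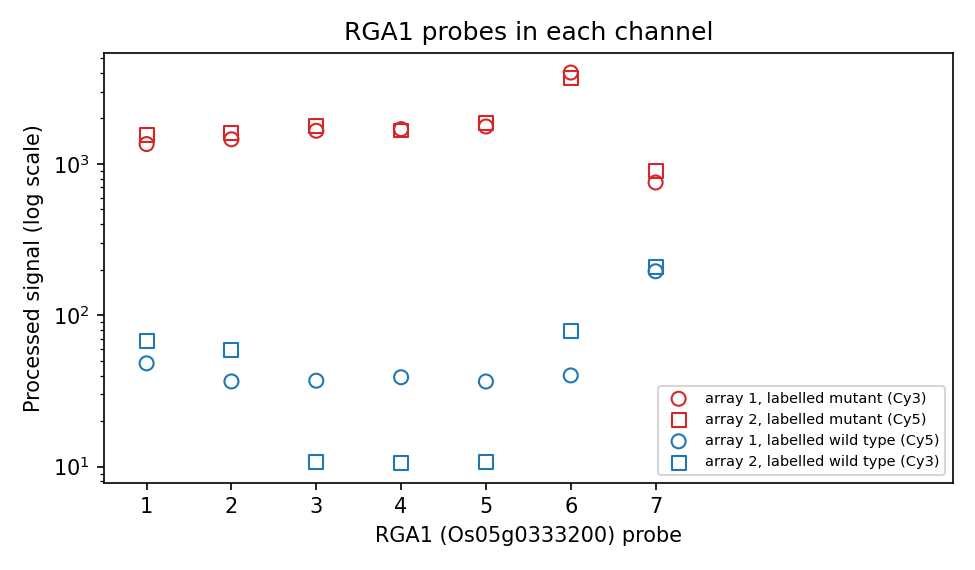
Processed signal (linear intensity, log axis) of the 7 RGA1 probes in the channels labelled mutant and labelled wild type on both arrays, with each probe as a point. Every probe is brighter in the channel labelled mutant, from 754.2 to 4017 on replicate 1 against 36.52 to 195.3 in the channel labelled wild type.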

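Of the 42287 probes with a ratio on both arrays, 5390 passed the threshold, and 5389 of them had the same sign on both. After Benjamini-Hochberg adjustment over all probes in limma, 5333 still passed, while with an offset of 0 the adjusted count was 0 against 6723 unadjusted. These probes fell in 3884 genes, where a gene was counted once if any of its probes passed. With 2 arrays, no exact test on the signs can give a p below 0.5, so the p rests on the variance shared across probes. That p removed no probe, since 5390 also reached the fold alone, so the call is that of the mean fold. Without moderation of the variance 2167 probes in 1648 genes passed unadjusted and 0 adjusted, and with the values of the series matrix in place of the scanner signals 9934 probes in 7493 genes did unadjusted.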

Whole transcriptome microarray analysis of the rice RGA1 (Gα) null mutant in comparison with its WT yielded a total of 2270 differentially expressed genes under MIAME compliant conditions, using stringent cut-off values (geomean 1.0 with *p*-value of 0.05) and removing redundancies. The raw data of this entire microarray experiment are reported at NCBI GEO (GSE 20925). Among these RGA1-regulated genes, a large number of abiotic stress-responsive genes have been identified using their annotation information or online databases for further bioinformatic analysis as detailed below.

### Stress-responsive genes identified by GO-terms

Our search for stress-related genes among these RGA1-regulated DEGs using the GO terms related to stress yielded 94 abiotic stress-related DEGs that are nearly equally distributed in terms of up/down regulation (49 up/45 down). A vast majority of these genes could be clustered into < 40 related families (20 up/20 down) showing identical mode of up/down regulation, despite wide variation in the extent of their regulation (Table 1). For example, all the RGA1-regulated members of gene families such as DREB seem to be uniformly up-regulated, albeit to varying extents, ranging between +3.99 and +1.18. In addition, there are 21 stress-related DEGs that are individually regulated in the RGA1 mutant with no other family member, including up-regulated genes such as CDPK, MAP kinase kinase 2, DnaJ like protein, and down-regulated genes such as Myb factor, phytochelatin synthetase, and water-stress inducible protein (RAB21).

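Members of each family were taken as the loci whose array description carries the family's name, and a locus was counted if any probe passed the threshold, as labelled. Of 153 peroxidase genes, 26 were higher in the channel labelled mutant, with log2 ratios up to 6.23, and 11 were lower. The median over all 153 was 0.14, above 99.97% of 10000 random lists of the same size and intensity. Glutathione S-transferases had 3 higher and 13 lower of 63 genes, and the median of −0.10 was above only 1.98% of random lists. Among 186 heat shock protein genes, 6 were higher and 22 lower, 1 of them in both directions, with a median of −0.08. All 5 MAP kinase genes past the threshold, of 32, were lower. Aldehyde dehydrogenases had 4 higher and 0 lower of 19 genes. In several smaller families the members went both ways, with 3 higher and 1 lower of 7 sucrose synthases, 1 higher and 4 lower of 23 heat stress transcription factors, and 1 higher and 2 lower of 4 triosephosphate isomerases. Glyceraldehyde-3-phosphate dehydrogenase also had 1 higher and 2 lower, of 7 genes, and alcohol dehydrogenase 7 higher and 8 lower, of 51. With the processed signals of the scanner software, which moved the median of all genes from 0.03 to 0.14, MAP kinases had 4 higher and 7 lower and aldehyde dehydrogenases 6 higher and 3 lower.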

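The array descriptions name 15 DRE-binding protein genes, of which 3 were lower in the channel labelled mutant, 2 were higher and the others did not pass the threshold. CRT/DRE binding factor 1 (Os02g0677300) was at least 13.2-fold lower, since it was not well above background in the channel labelled mutant. A second gene of that name (Os04g0572400) had a log2 ratio of −3.13 ± 0.25 (SD, n = 2 arrays, adjusted p = 9.5e-06 from limma), and another of its probes was at least 11.7-fold lower. DRE-binding protein 1A (Os09g0522200) had −1.15 ± 0.35 (adjusted p = 0.011). The higher genes were a CRT/DRE binding factor (Os06g0165600) at 1.16 ± 0.26 (adjusted p = 0.01) and DREB1D (Os06g0166400) at 1.73 ± 0.32 (adjusted p = 0.00082). The median of the 15 genes was 0.15, above 80.9% of random lists.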

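MAP kinase kinase 2 is the description of a pair of genes on the array, of which Os06g0147800 was at least 4.03-fold lower in the channel labelled mutant and Os11g0226000 had a log2 ratio of 0.76 ± 0.60 (SD, n = 2 arrays, adjusted p = 0.11 from limma). The second of these passed the threshold, higher, with the processed signals, at 1.44, and with the series matrix values, at 1.67, and had 1.18 without replicate 2, a ratio that has no test. The DnaJ-like gene Os05g0562300 had −1.13 on each array (adjusted p = 0.01). Both genes described as Myb factor were higher, Os11g0128500 with 2.11 ± 0.27 (adjusted p = 0.00017) and Os12g0125000 with 1.17 ± 0.29 (adjusted p = 0.0098). Of the genes described as phytochelatin synthase or phytochelatin synthetase-like, none passed the threshold with its brightest probe, although the other probe of Os10g0497700 was higher past it, with 1.39 against 0.56 ± 0.23 (adjusted p = 0.22). No description names RAB21, so no value is given for it.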

**Table 1:** **RGA1-regulated stress-responsive gene families with their fold changes in mutant**.

**RGA1 up regulated stress responsive families**	**Fold change**	**RGA1 down regulated stress responsive families**	**Fold change**
DRE-binding protein 1A,1B,1C	3.99–1.18	Peroxidase	−6.09 to −1.42
Metallothionein-like protein type 2	3.88–3.47	Catalase isozyme	−3.33 to −3.09
Catalase isozyme 2	2.89–2.6	Haem peroxidase family protein.	−2.88 to −1.47
Glutathione S-transferase GST 19,6	2.49–1.55	LRR-like protein	−2.71 to −2.54
Heat shock proteins (70,82,90)	2.31–1.47	Pathogen-inducible alpha dioxygenase	−2.60 to −2.58
MAP Kinase	2.19–2.06	Triosephosphate isomerase	−1.89 to −1.63
Endo-1, 3; 1, 4-beta-D-glucanase	2.06–1.55	Anth (Pollen-specific desiccation-associated LLA23 protein)	−1.86 to −1.59
Rossmann-like alpha/beta/alpha sandwich fold domain containing protein	2.05–1.28	Cytosolic 6-phosphogluconate dehydrogenase	−1.81 to −1.72
Zinc finger, domain containing proteins (AN1-type, TAZ-type)	2.04–1.50	Glycine-rich RNA-binding protein 1	−1.79 to −1.72
Heat stress transcription factor Spl7 (RHSF10)	1.99–1.11	Beta-glucanase precursor	−1.72 to −1.64
Sucrose synthase 2	1.84–1.33	Cytosolic Glyceraldehyde-3-phosphate dehydrogenase	−1.70 to −1.50
Anthranilate synthase beta chain	1.75–1.44	Superoxide dismutase	−1.69 to −1.49
Manganese-superoxide dismutase precursor	1.52–1.26	WW/Rsp5/WWP domain containing protein	−1.59 to −1.33
6-phosphogluconate dehydrogenase	1.46–1.35	Serine/threonine-protein kinase SAPK3 (Osmotic stress/abscisic acid-activated protein kinase 3)	−1.46 to −1.36
Serine/threonine-protein kinase SAPK2/9	1.34–1.05	Alcohol dehydrogenase 1.	−1.42 to −1.23
UspA domain containing protein	1.30–1.18	Class III peroxidase GvPx2b	−1.39 to −1.08
GTP-binding nuclear protein Ran1B	1.15–1.04	Nucleoside diphosphate kinase I	−1.36 to −1. 33
Multiple stress-responsive zinc-finger protein ISAP1 (Stress-associated protein 1)	1.14–1.09	Hypothetical conserved gene. Similar to peroxidase (Os03t0339300-02)	−1.25 to −1. 07
OSIGBa0145M07.4 protein	1.83–1.14	Aldehyde dehydrogenase	−1.21 to −1.16

*From the differentially regulated genes (DEGs) identified in our microarray analysis of the RGA1 mutant, 94 genes with GO terms related to stress were segregated and categorized into families*.

### Stress-responsive genes identified at STIFDB2.0

Data mining for all abiotic stress-responsive genes of rice at STIFDB2.0 yielded 626 genes in all, corresponding to heat (522), drought (101), salt (37), and cold (15), as shown in the left panel of Figure 1. A Venn selection between these 626 stress responsive genes and the 2270 RGA1-regulated genes identified on our microarray yielded 106 genes (Figure 1, inset), indicating the role of RGA1 in mediating their stress regulation. A significant majority of them respond to heat (94), followed by drought (13), salt (6), and cold (4), with the 25 genes being common to salt and drought stresses (Figure 1, right panel). But this order becomes very different when seen in terms of what proportion of each of the stress responses was RGA1-regulated: With four out of all 15 cold-responsive genes listed at STIFDB2.0 being regulated by RGA1, cold-response has the highest proportion of genes under the regulation of RGA1 (27%), followed by heat (18%), salt (16%), and drought (13%).

**Figure 1:**
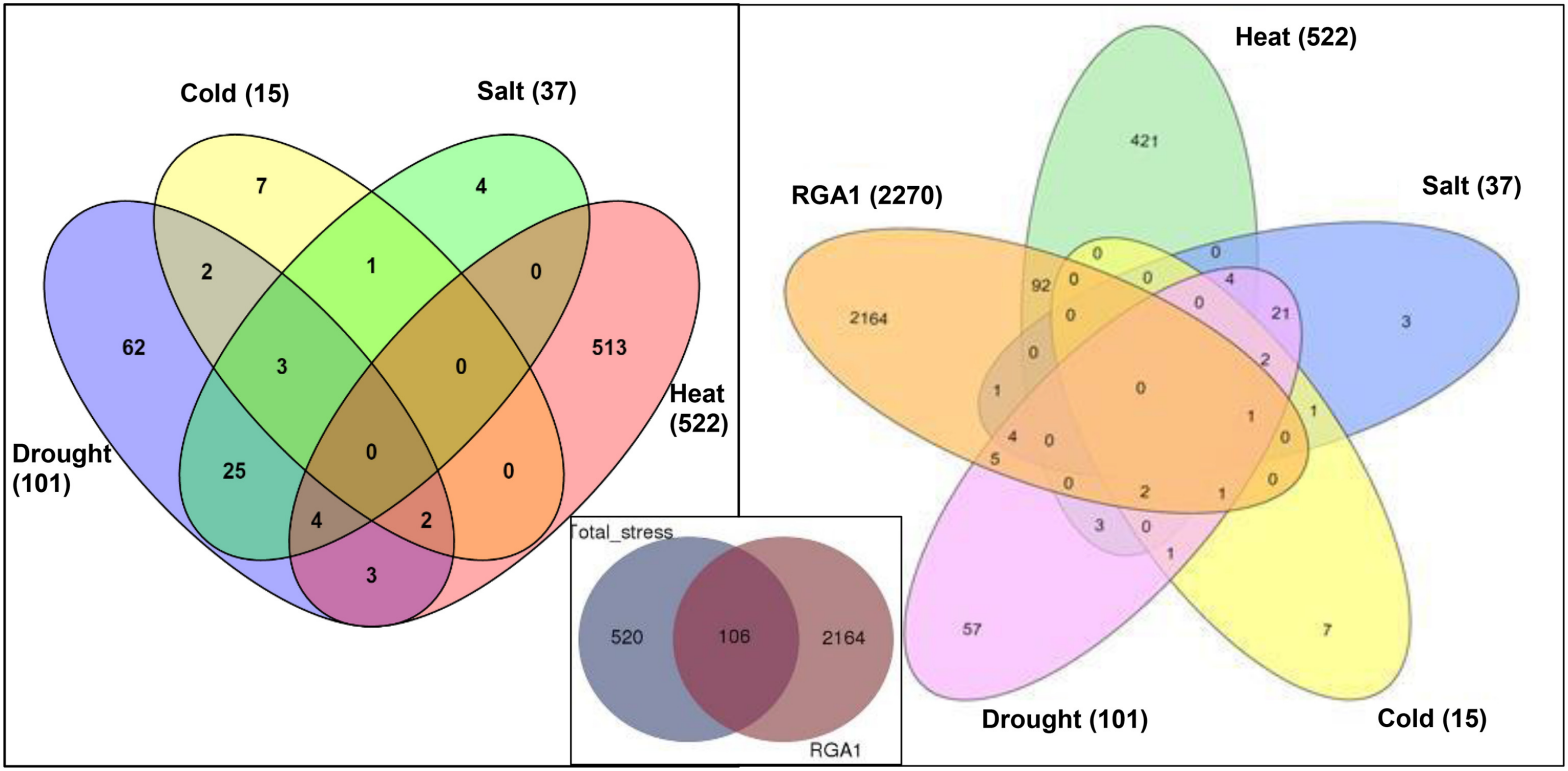
**Stress responsive genes among RGA1-regulated genes in rice**. The left panel shows Venn selections between the subsets of all rice abiotic stress-responsive genes listed at STIFDB2.0. The inset shows Venn selection between all 626 abiotic stress-responsive genes listed at STIFDB2.0 and 2270 RGA-1-regulated DEGs identified on our microarray. The left panel shows the break-up of the 106 RGA-regulated stress-responsive genes identified in the inset in terms of individual stresses viz., heat (94), drought (13), salt (6), and cold (4).

### Expression profiles of RGA1-regulated stress-responsive genes

Hierarchical clustering of the transcripts of the 106 RGA1-regulated stress responsive genes using Genevestigator revealed their differential expression under 132 perturbations related to abiotic stress studies reported in literature. Out of them, the data in Figure 2 include only 118 perturbations such as heat, cold, drought/dehydration, salt, submergence, and shift from aerobic to anaerobic germination, that have affected the expression of the vast majority of 106 genes queried based on our study. This revealed a prominent cluster of over 25 genes that are highly up-regulated (over 2.5-fold) and a similar number of highly down-regulated (over 2.5-fold) under 24 cold stress studies in literature on rice. There are an even larger number of genes that are differentially regulated under drought, of which the down-regulated genes are both predominant and better clustered, relative to the up-regulated genes. Though there are a smaller number of heat responsive genes, they are neither well clustered not consistent between different studies. With respect to salt, the results from nine studies show that very few of our 106 RGA-regulated genes respond to salt stress in rice. In view of these findings, further *in silico* analysis of transcript profiles was restricted to cold and drought stress conditions.

**Figure 2:**
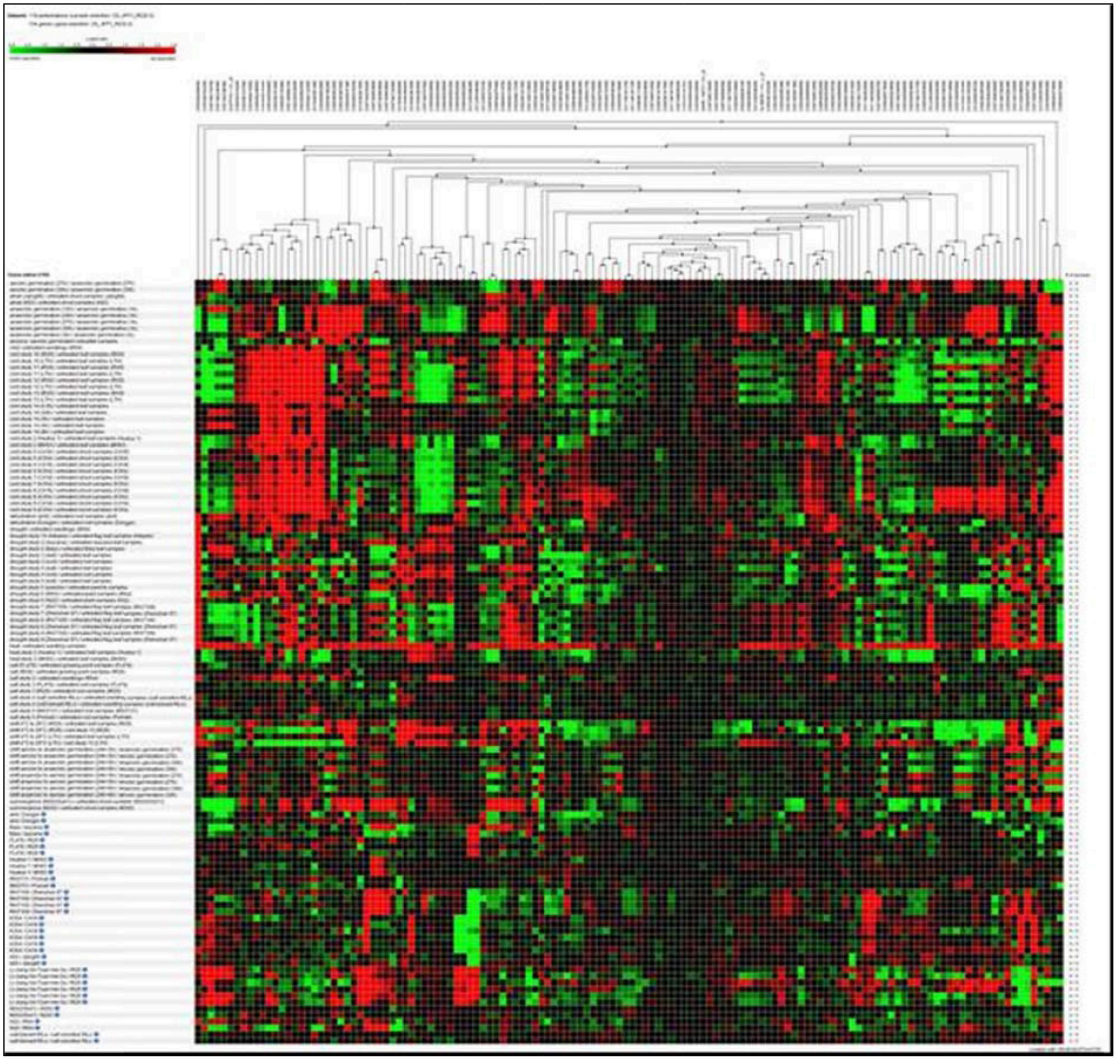
**Hierarchical clustering of the transcripts of 106 RGA1-regulated stress-responsive genes in various abiotic stress studies in rice (118 perturbations)**. The red and green colors indicate up-regulation (log2 [2.5]) and down-regulation (log2 [−2.5]), respectively as shown in the color bar. Hierarchical clustering was done using average linkage based on Euclidean distance subsets of individual stress conditions such as heat, cold, drought/dehydration, salt, submergence, and shift from aerobic to anaerobic germination cold and drought. The expression data were obtained using Genevestigator (Zimmermann et al., 2004).

Biclustering analysis of the expression profiles of 106 RGA1-regulated, stress-responsive genes in various studies on cold stress revealed that 17 genes were up-regulated and 11 genes were down-regulated in 39 different perturbations/studies (Figure 3, left panel). 

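Of the 14 genes that Figure 3 lists only as up-regulated by cold in the literature, 11 were lower in the channel labelled mutant past the threshold, 2 were higher and 1 did not pass. All 23 genes of that figure are shown in the plot. Xyloglucan endotransglucosylase (Os04g0604300) had −2.29 ± 0.11 (SD, n = 2 arrays, adjusted p = 8.2e-05 from limma). An AP2 domain gene (Os04g0610400) had −2.17 ± 0.23 (adjusted p = 0.00013). A RING domain gene (Os02g0559800) was at least 7.36-fold lower. A conserved hypothetical gene (Os04g0615200) was among the higher ones, at 1.45 ± 0.17 (adjusted p = 0.0023). Over all 23 genes 20 passed the threshold, 18 lower and 2 higher, and the same 20 counted when p was adjusted over the list alone or over all probes. The study chose this list on the same arrays, so that the adjustment over the list alone is not independent evidence.

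**Figure D2:**
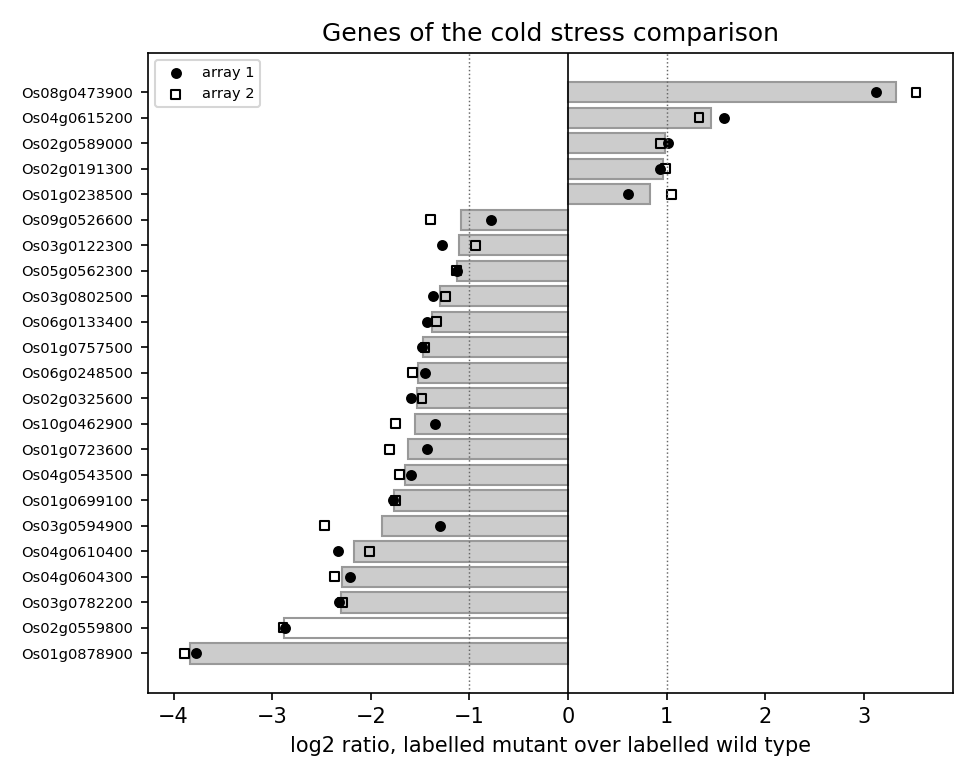
Log2 ratio of the channel labelled mutant over the channel labelled wild type for the 23 genes of Figure 3, with the mean of both arrays as a bar (open for Os02g0559800, which has only a bound), replicate 1 as a circle, replicate 2 as a square and dotted lines at 1 and −1. Values run from −3.83 to 3.33, with 18 genes below 0 and 5 above it.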

Their comparison with the actual fold-change values of those genes on our microarray revealed that about half of them are similarly up-regulated in both RGA1 mutant (without stress) as well as in normal rice plants under cold stress. The remaining genes include seven up-regulated genes and six down-regulated genes in the RGA1 mutant with opposite pattern of regulation under cold stress in normal rice plants in literature (Figure 3, right panel). 

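Of the 8 genes that the figure lists only as down-regulated by cold, 6 were lower in the channel labelled mutant past the threshold, while 2 had ratios above 0 that did not pass it. The lowest was a conserved hypothetical gene (Os03g0782200) at −2.30 ± 0.02 (SD, n = 2 arrays, adjusted p = 7.7e-05 from limma). The branched-chain aminotransferase-like gene Os01g0238500 had 0.83 ± 0.31 (adjusted p = 0.058), with 0.61 and 1.05 on the arrays. The lecithin:cholesterol acyltransferase gene Os02g0589000 had 0.98 ± 0.06 (adjusted p = 0.023), and passed with an offset of 0, at 1.00, and with the processed signals and the series matrix values, both at 1.05.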

The genes up-regulated in the RGA1 mutant but down-regulated by cold stress in the normal plants include mitochondrial chaperonin-60, 4,5-DOPA dioxygenase extradiol-like protein, isoform 2 of heat stress transcription factor B-2c, cytochrome P450 family protein, calcyclin-binding protein, DnaJ-like protein. 

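Mitochondrial chaperonin-60 (Os10g0462900) had a log2 ratio, labelled mutant over labelled wild type, of −1.55 ± 0.28 (SD, n = 2 arrays, adjusted p = 0.0017 from limma). The 4,5-DOPA dioxygenase gene (Os01g0878900), which the figure lists under both directions in cold, had −3.83 ± 0.08 (adjusted p = 2e-06), and all 6 of its probes passed the threshold. The cytochrome P450 gene Os03g0594900 was lower in the same channel with −1.89 ± 0.83 (adjusted p = 0.0012), and its arrays differed, at −1.30 and −2.47. The calcyclin-binding protein gene (Os01g0757500), which the array describes by its SGS domain, had −1.47 ± 0.02 (adjusted p = 0.0021). From genes whose direction in the mutant is opposite to that in cold-stressed normal plants, the paper proposes that RGA1 may mediate their response to cold.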

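The alpha-amylase 3D gene (Os08g0473900) was higher in the channel labelled mutant, with a log2 ratio of 3.33 ± 0.28 (SD, n = 2 arrays, adjusted p = 6.2e-06 from limma) and all 4 of its probes between 2.49 and 3.33. The amino acid transporter-like gene Os02g0191300 had 0.96 ± 0.04 (adjusted p = 0.026), under the threshold, which it passed with the processed signals and the series matrix values.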

The genes down-regulated in the RGA1 mutant but up-regulated in normal plants include amino acid transporter-like protein and alpha-amylase isozyme 3D precursor. The opposite pattern of regulation of these genes could be due to the RGA1 mutation, which indicates that RGA1 may mediate the response of these genes to cold stress.

**Figure 3:**
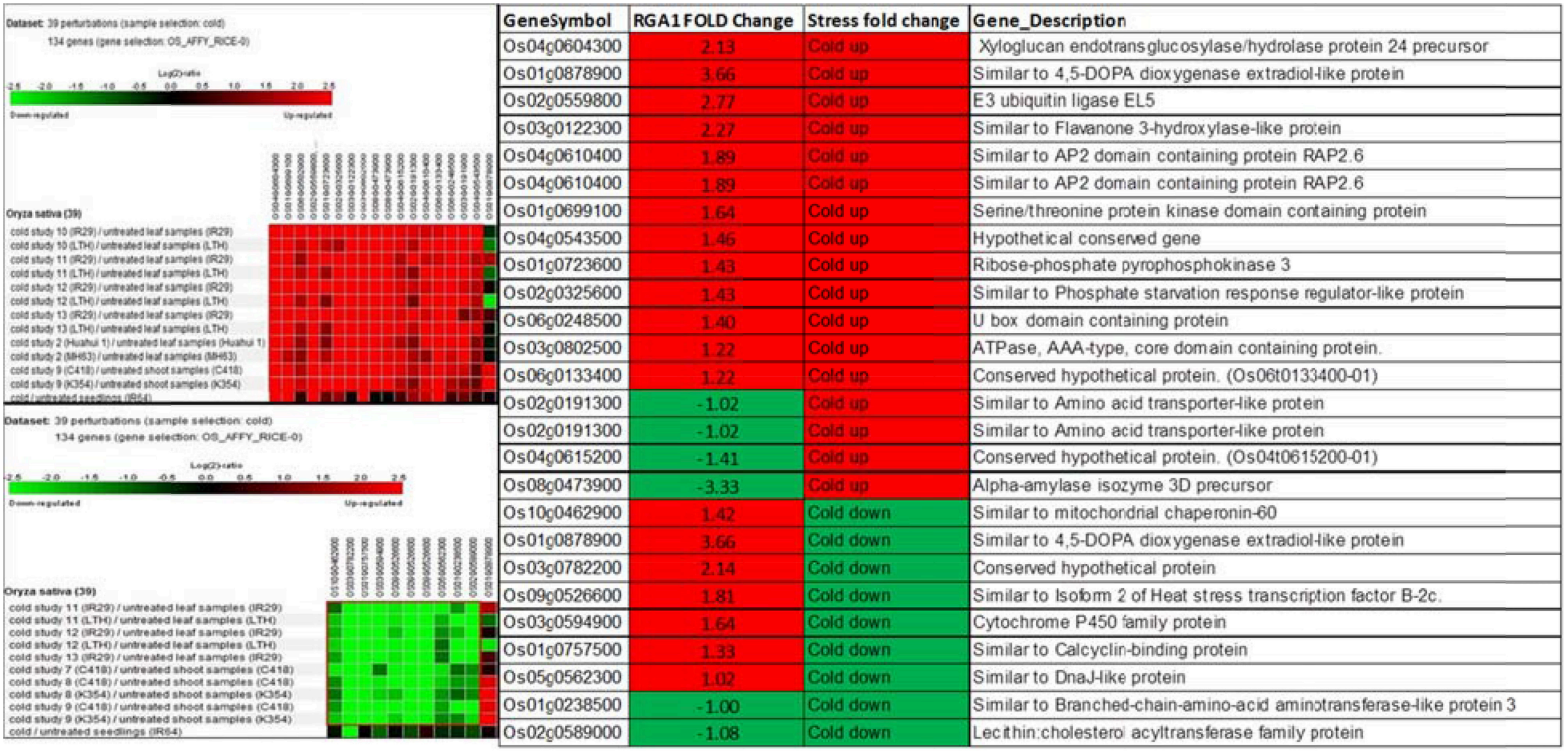
**Expression profiles of 106 RGA1-regulated stress-responsive genes in cold stress (39 perturbations from literature)**. The red and green colors indicate up-regulation (log2 [2.5]) and down-regulation (log2 [−2.5]), respectively, as shown in the color bar. The expression data in the left panel were obtained using Genevestigator. The table compares their regulation in normal plants under stress in literature with actual fold-change values in the RGA1 mutant.

A similar biclustering analysis of the expression patterns of 106 RGA1-regulated stress-responsive genes in studies on drought stress revealed that 13 genes were up-regulated and 10 genes were down-regulated in 30 different perturbations/studies (Figure 4, left panel). When their up/down regulation was compared with the actual fold-change values obtained on our microarray, six of the up-regulated genes and one of the down-regulated genes from literature are similarly up-regulated in both RGA1 mutant (without stress) as well as in normal rice plants under drought stress. 

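Of the 9 genes that Figure 4 lists as up-regulated by drought, 6 were lower in the channel labelled mutant past the threshold and 3 were higher. Ferredoxin-nitrite reductase (Os01g0357100) had the lowest log2 ratio of them, −4.65 ± 0.16 (SD, n = 2 arrays, adjusted p = 8e-07 from limma). Chloride channel CLC-a (Os12g0438600) had −4.00 ± 0.72 (adjusted p = 3.6e-06), with a wider spread between arrays. The low-temperature induced protein gene Os03g0286900 had −2.49 ± 0.07 (adjusted p = 4.4e-05), and a lipoxygenase (Os02g0753300) had −1.99 ± 0.31 (adjusted p = 0.00029). For a further conserved gene (Os01g0159200) the ratio was −1.44 ± 0.15 (adjusted p = 0.0025).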

Among the rest, seven up-regulated and three down-regulated genes in the RGA1 mutant showed opposite pattern of regulation under drought stress in normal rice plants in literature (Figure 4, right panel). 

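Of the 8 genes listed as down-regulated by drought, 6 were lower in the channel labelled mutant past the threshold, 1 was higher and 1 did not pass. The gene of the early light-inducible protein HV90 (Os01g0246400) had a log2 ratio of −3.51 ± 0.03 (SD, n = 2 arrays, adjusted p = 3.5e-06 from limma). Over all 17 genes of Figure 4, 16 passed, and the same number was reached when p was adjusted over the list alone or over all probes, on a list that the study chose on these arrays.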

The genes up-regulated in the RGA1 mutant but down-regulated by drought stress in the normal plants include flavanone 3-hydroxylase-like protein, Isoform 2 of heat stress transcription factor, B-2cAlpha/beta hydrolase fold-3 domain containing protein, U box domain containing protein, and plant basic secretory protein family protein. 

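The alpha/beta hydrolase gene Os05g0410200 had a log2 ratio, labelled mutant over labelled wild type, of −2.21 ± 0.08 (SD, n = 2 arrays, adjusted p = 0.00011 from limma), with all 3 probes past the threshold. The U box gene Os06g0248500 had −1.52 ± 0.09 (adjusted p = 0.0017). Flavanone 3-hydroxylase-like protein (Os03g0122300) had −1.11 ± 0.24 (adjusted p = 0.013) with its brightest probe, and its 3 probes reached −2.38. The plant basic secretory protein gene Os10g0491000 had −0.97 ± 0.47 (adjusted p = 0.033) and did not pass, although its other probe did at −1.51. The brightest probe of this gene passed with an offset of 0, with median centring in place of loess, with the processed signals and with the series matrix values, at −1.13, −1.14, −2.08 and −2.05.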

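The gene of the proteinase inhibitor MPI (Os12g0437800), described on the array as CI2E, was higher in the channel labelled mutant, with a log2 ratio of 3.04 ± 0.06 (SD, n = 2 arrays, adjusted p = 1e-05 from limma). The trehalose-6-phosphate synthase gene Os08g0414700 had 2.43 ± 0.19 (adjusted p = 5.7e-05). Ntdin (Os06g0725000) had 1.14 ± 0.13 (adjusted p = 0.01).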

The genes down-regulated in the RGA1 mutant by up-regulated in normal plants include Trehalose-6-phosphate synthase, MPI, and Ntdin. The opposite pattern of regulation of these genes could be due to the RGA1 mutation, which indicates that RGA1 may mediate the response of these genes to drought stress.

**Figure 4:**
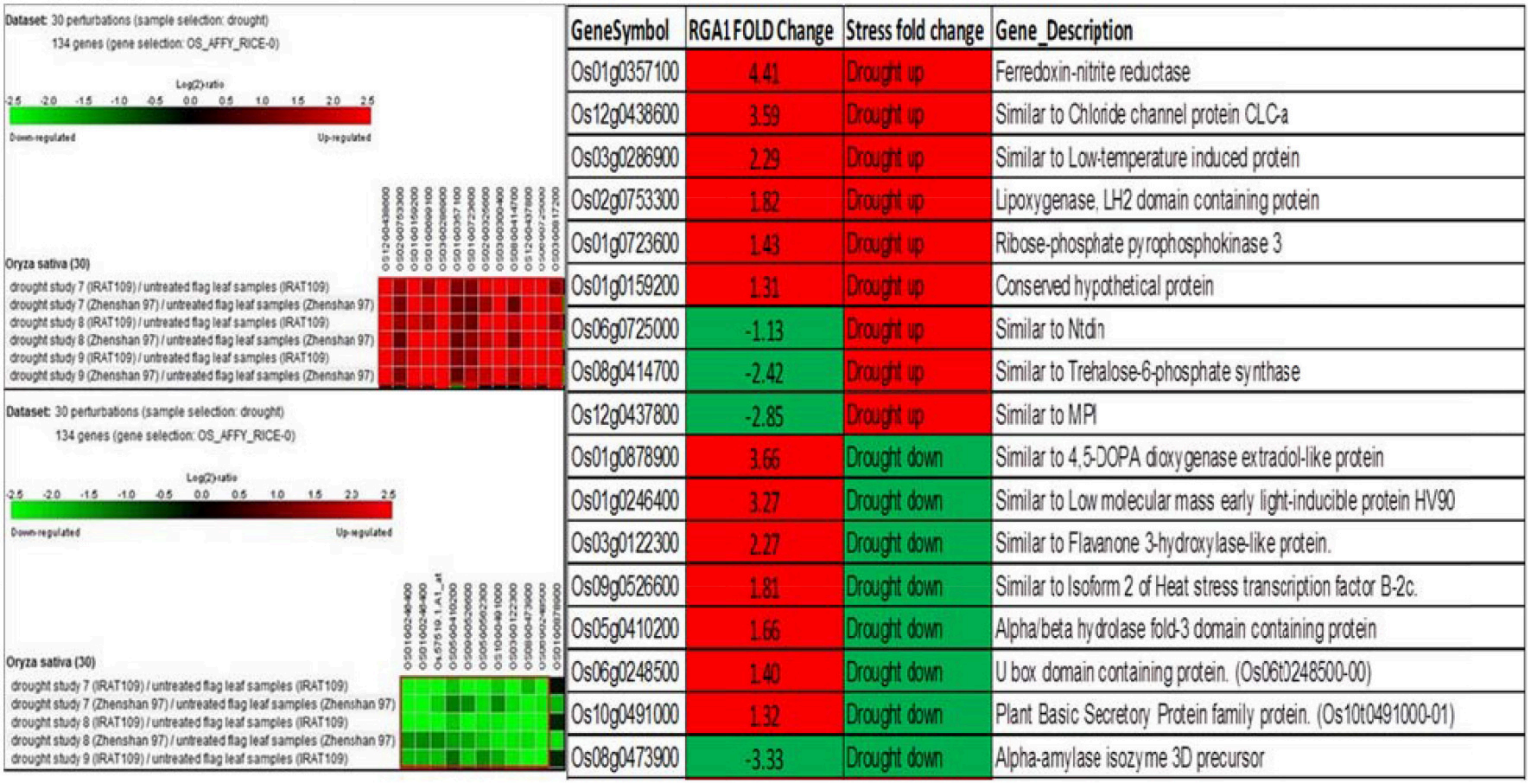
**Expression profiles of 106 RGA1-regulated stress- responsive genes in drought stress (30 perturbations from literature)**. The red and green colors indicate up-regulation (log2 [2.5]) and down-regulation (log2 [−2.5]), respectively, as shown in the color bar. The expression data in the left panel were obtained using Genevestigator. The table compares their regulation in normal plants under stress in literature with actual fold-change values in the RGA1 mutant.

Interestingly, ribose phosphate pyrophosphokinase 3 is up-regulated in the RGA1 mutant as well as in response to cold and drought stress in literature, whereas isoform 2 of the heat stress transcription factor is up-regulated in the RGA1 mutant, but down-regulated in drought and cold stresses.

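The gene of ribose-phosphate pyrophosphokinase 3 (Os01g0723600) was lower in the channel labelled mutant, with a log2 ratio of −1.62 ± 0.27 (SD, n = 2 arrays, adjusted p = 0.0012 from limma). The brightest probe of the heat stress transcription factor gene Os09g0526600 had −1.08 ± 0.43 (adjusted p = 0.018), while its 3 probes ran from −2.02 to 0.14.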

### Meta-data analysis

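By the labels, 1445 genes had a probe past the threshold that was higher in the channel labelled mutant and 2450 had one that was lower, with 11 genes in both groups. The higher genes made up 37.1% of these calls. The split depended on the setting, with 48.95% higher for the series matrix values, 29.3% without replicate 1 and 51.1% without replicate 2. When each gene was represented by its brightest probe, 1379 genes were higher and 2190 lower. With the mean over the probes of a gene, 1269 were higher and 2065 lower.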

Data mining using our entire non-redundant list of 2270 RGA1-regulated DEGs (1242 up and 1028 down) as input query at the Rice DB Oryza information portal revealed a much larger number of 1886 stress-related genes as differentially regulated in our RGA1 mutant. This prompted a comparison of various stress-responsive gene lists identified using different approaches in this study, such as gene ontology (94), STIFDB2.0 (106), and Rice DB (1886). A Venn selection of all three sets revealed that the former two are largely subsets of the 1886 DEGs identified using Rice DB (Figure 5). Therefore, the rest of the meta-data analysis was carried out using these 1886 genes.

**Figure 5:**
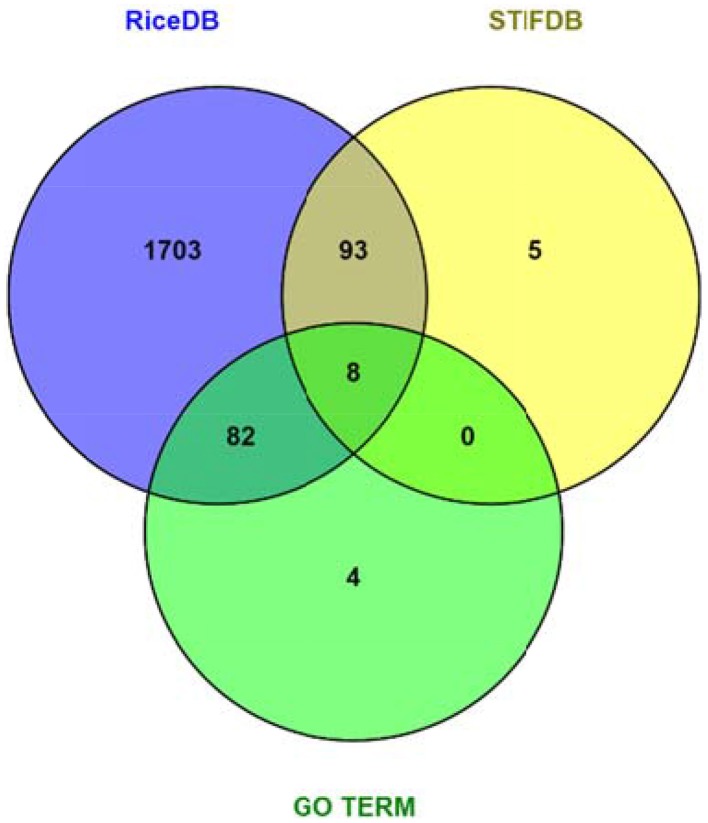
**Venn selection of RGA1 regulated stress responsive genes mined from RiceDB, STIFDB, and GO term**. The overlap among the three sets revealed that the genes mined using GO term stress and stress responsive genes from STIFDB are largely subsets of the 1886 DEGs identified using Rice DB.

The distribution of these 1886 RGA1-regulated, stress-responsive DEGs in terms of individual stresses was found to be 1730 DEGs in salt stress (889 up/841 down), 1719 DEGs in drought (882 up/837 down), 1690 DEGs in heat (913 up/777 down), and 1688 DEGs in cold (878 up/810) down with 1498 genes (773 up/725 down) common to all four stresses (Figure 6). In other words, as many as 1886 G-protein-regulated genes are responsive to one or more of these stresses, indicating their possible regulation through G-protein (RGA1) signaling.

**Figure 6:**
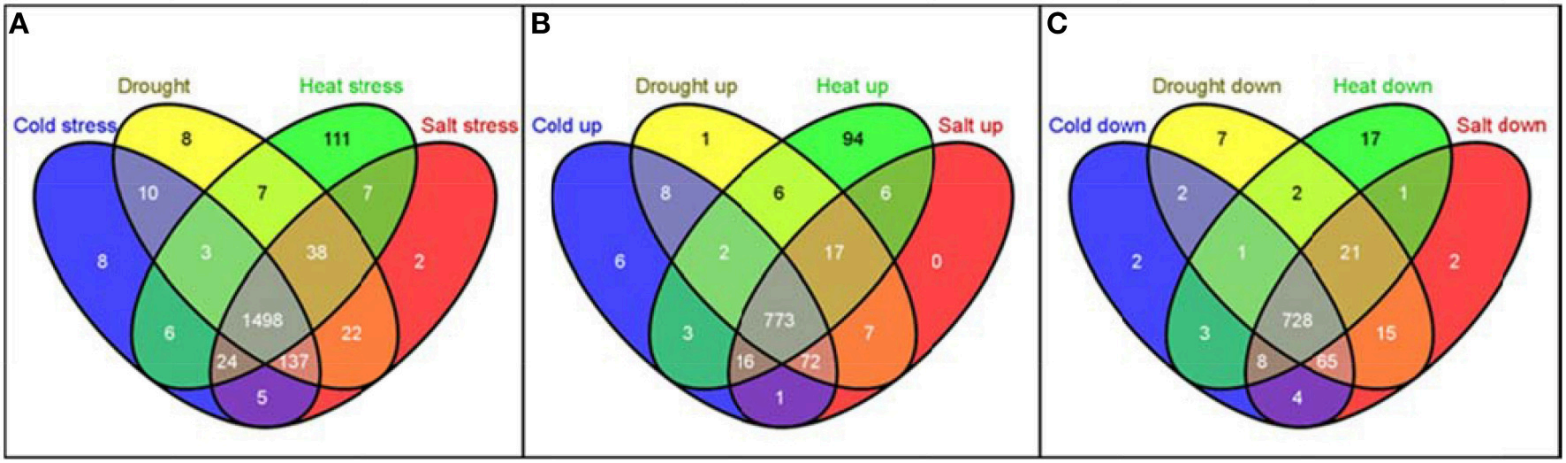
**Meta-data analysis of RGA1-regulated genes regulated under various abiotic stresses**. The 2270 RGA1-regulated genes (1242 up and 1028 down) were used as input query at Rice DB to generate genes responsive to cold (878 up/810 down), drought (882 up/837 down), heat (913 up/777 down), and salt stress (889 up/841 down) with 1498 genes common to all four stresses and totaling 1886 unique genes. Their Venn selections are depicted as total **(A)**, up-regulated **(B)** and down-regulated **(C)** sets, using the online tool Venny (Oliveros, 2007–2015).

Interestingly, the largest majority of 1886 with 1498 genes (or 80%) are common to all four abiotic stresses, followed by 137 genes common to cold, drought and salt stresses, followed by 38 genes common to drought, heat, and salt and so on, indicating their common regulation through G-proteins (Table 2). Even more interesting is the fact that as many as 111 heat-responsive genes are not common to any other stress and are uniquely regulated through G-proteins by heat only, followed by eight genes each in cold only and drought only, and two genes in salt stress only (Table 2). 

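Among the microRNA target genes of Table 3, which give identifiers, the chloroplast Cu-Zn superoxide dismutase (Os08g0561700) was higher in the channel labelled mutant, with a log2 ratio of 1.38 ± 0.08 (SD, n = 2 arrays, adjusted p = 0.0031 from limma). Chitin-inducible gibberellin-responsive protein (Os07g0583600) had −1.80 ± 0.05 (adjusted p = 0.00048), with all 5 probes past the threshold. Brassinosteroid insensitive 1-associated receptor kinase 1 (Os05g0414700) had −1.37 ± 0.07 (adjusted p = 0.0033). The Hsp70 family gene Os01g0180800 had −1.81 ± 0.58 (adjusted p = 0.00092), with 1 of its probes past the threshold. Ran1B (Os05g0574500) had −1.21 ± 0.01 (adjusted p = 0.0069), whereas a second gene of that description (Os01g0611100) had 0.19 ± 0.18 (adjusted p = 0.79). The low affinity sulfate transporter 3 gene (Os03g0195300) had −1.59 ± 0.45 (adjusted p = 0.0018).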

Some of the exclusively heat-responsive RGA1-regulated genes include superoxide dismutase, chitin-inducible gibberellin-responsive protein, brassinosteroid insensitive 1-associated receptor kinase 1, Hsp70 heat shock family protein, GTP-binding nuclear protein Ran1B (fragment), low affinity sulfate transporter 3, mitochondrial chaperonin-60, nucleoside diphosphate kinase I (EC 2.7.4.6) (NDPK I), wound responsive protein, and auxin response factor 2 (ARF1-binding protein).

**Table 2:** **Distribution of RGA1-regulated genes among major abiotic stresses in Rice DB**.

**Stress categories**	**Up regulated in RGA1 mutant**	**Down regulated in RGA1 mutant**	**Total**
Cold, drought, heat, and salt	773	728	1498^*^
Cold, drought, and salt	72	65	137
Drought, heat, and salt	17	21	38
Cold, heat, and salt	16	8	24
Drought and salt	7	15	22
Cold and drought	8	2	10
Drought and heat	6	2	8
Heat and salt	6	1	7
Cold and heat	3	3	6
Cold and salt	1	4	5
Cold, drought, and heat	2	1	3
Heat only	94	17	111
Cold only	6	2	8
Drought only	1	7	8
Salt only	0	2	2

*The 1886 RGA1-regulated genes identified as responsive to abiotic stresses at Rice DB have been categorized in terms of shared/unique stress categories and their up/down regulation in the RGA1 mutant*.

* *Three genes out of 1501 were redundant or common to up/down categories, hence 1498*.

In order to validate the stress-responsive genes identified from the microarray results, quantitative RT-PCR experiments were carried out using total RNAs isolated from the wild type and RGA1 mutant rice plants grown and harvested under similar conditions. Out of the 1498 RGA1-regulated genes identified as common to multiple abiotic stresses on the microarray, 12 of the most up/downregulated genes were validated by qRT-PCR. Their fold change data are shown in Figure 7 along with microarray results. 

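The array values of the 11 genes with an identifier behind Figure 7 all passed the threshold, 6 higher and 5 lower in the channel labelled mutant, and all 11 also did with p adjusted over the list alone or over all probes, on a list chosen on these arrays. (+)-Pulegone reductase (Os04g0497000) had a log2 ratio of −4.43 ± 0.08 (SD, n = 2 arrays, adjusted p = 9e-07 from limma). Cytochrome P450 90C1 (Os02g0703600) had −4.25 ± 0.08 (adjusted p = 1.1e-06). The brightest probe of the glycine-rich cell wall protein gene Os10g0450900 had −1.62 ± 0.18 (adjusted p = 0.0011), while its 4 probes ran from −4.22 to −1.06. The RING domain gene Os10g0544600 was higher, at 4.27 ± 0.34 (adjusted p = 1.3e-06), with 3 of its 4 probes past the threshold and the remaining probe at 0.29. The Bowman-Birk inhibitor gene Os01g0124400 had 2.72 ± 0.37 (adjusted p = 3e-05), with all 5 probes between 2.55 and 4.27. The chitinase gene Os01g0860500 had 1.50 ± 0.01 (adjusted p = 0.0018) with its brightest probe, but its 8 probes ran from −4.58 to 1.72, with 5 past the threshold higher and 2 lower. The qRT-PCR measurements were not analysed here.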

The data clearly show the broad correspondence between the microarray data and RT-PCR results for both upregulated and downregulated sets of genes.

**Figure 7:**
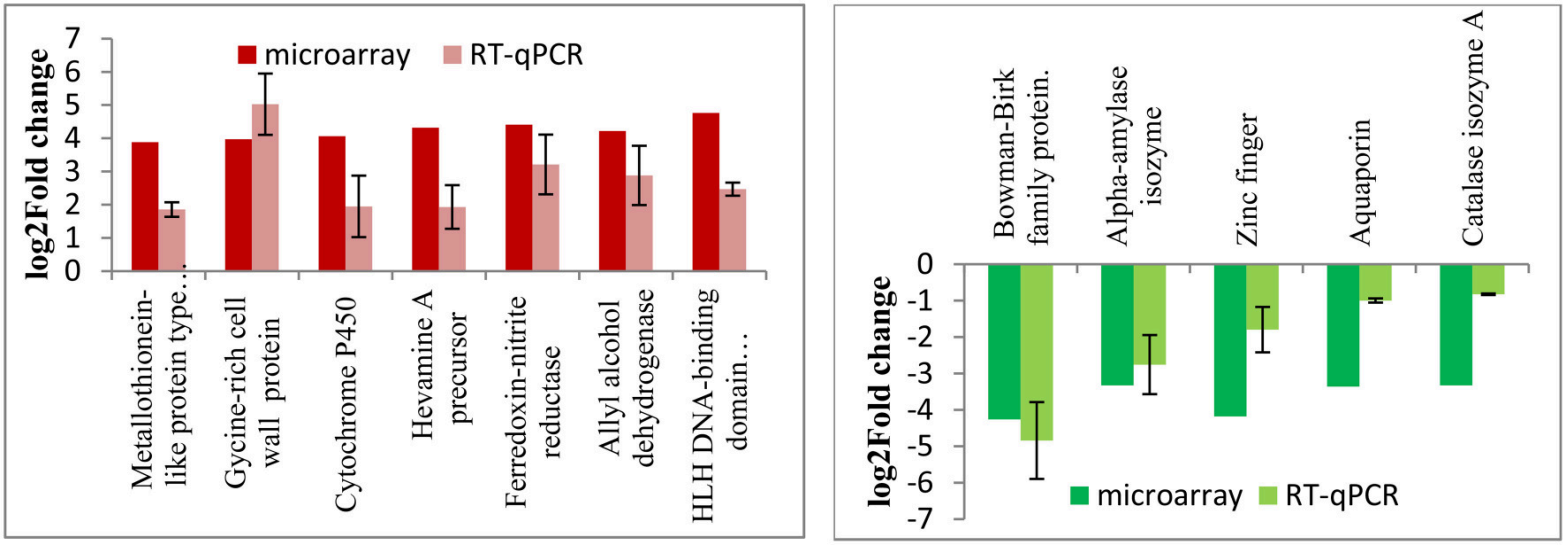
**qRT-PCR validation of RGA1-regulated genes identified as common to various abiotic stresses**. Out of the 1498 RGA1-regulated genes identified as common to multiple abiotic stresses on the microarray, 12 of the most up/down-regulated genes were validated by qRT-PCR. Their fold change data are shown based on averages of two biological replicates and two technical replicates of total RNA, along with microarray results. The left panel in red shows the up-regulated genes and the right panel in green shows the down-regulated genes.

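For 62 genes that Supplementary Table 1 lists as examples of these terms, the brightest probe was past the threshold and lower in the channel labelled mutant for 52, higher for 5 and not past it for 5. With p adjusted over the list alone, 57 passed, the same number as with p adjusted over all probes, on a list that the study drew from these arrays. Log2 ratios ran from −4.10 to 3.46. A RING domain gene (Os05g0360400) was the highest, with an SD of 0.43 over the 2 arrays (adjusted p = 5.8e-06 from limma). The prolyl oligopeptidase gene Os01g0383700 had −3.80 ± 0.30 (adjusted p = 2.5e-06). An extra-large G-protein gene (Os12g0593000) had −1.10 ± 0.24 (adjusted p = 0.014), with both probes past the threshold. The genes not past it were Os09g0535000, Os09g0568400, Os05g0176100, Os03g0278300 and Os07g0577600, each of which had at least 1 other probe that passed.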

Gene ontology analysis of the core list of 1498 genes shared by all four stresses revealed 62 unique GO terms associated with molecular functions such as transporter activity, enzyme regulator activity, transferase activity, hydrolase activity, metabolic processes (carbon and protein), binding to nucleotides, carbohydrates, receptors and lipids, anatomical structure morphogenesis, flower development, and cell homeostasis (Supplementary Table 1). Further analysis using AGRIGO showed that many of these 1498 shared stress-responsive genes also share many GO terms of biological process, such as response to stimuli (GO: 0050896) with 49 genes out of the 95 genes (or 51%) accepted by AGRIGO for the query; 29 genes (30%) in response to chemical stimulus (GO: 0042221), 49 genes (51%) in response to stress (GO:0006950); 25 genes (26%) belong to oxidation reduction (GO:0055114); five genes (5%) belong to the category cellular response to chemical stimulus (GO:0070887), and 25 genes (26%) belong to response to oxidative stress (GO:0006979; Figure 8). This reveals the role of RGA1 in regulating a diverse range of processes related to stress response. GO terms of molecular function such as electron carrier activity had 80 genes (4%) and 61 genes (3%) in calcium ion binding out of a total of 1942 genes, indicating the role of RGA1 in their regulation. Its role also seems to be important in regulating the products of diverse cellular locations, such as etioplasts (130 genes), mitochondria (33 genes), plastid (16 genes), nucleus (15 genes), chloroplast (12 genes), and three genes each in endoplasmic reticulum, vacuole, and golgi apparatus (Figure 8).

**Figure 8:**
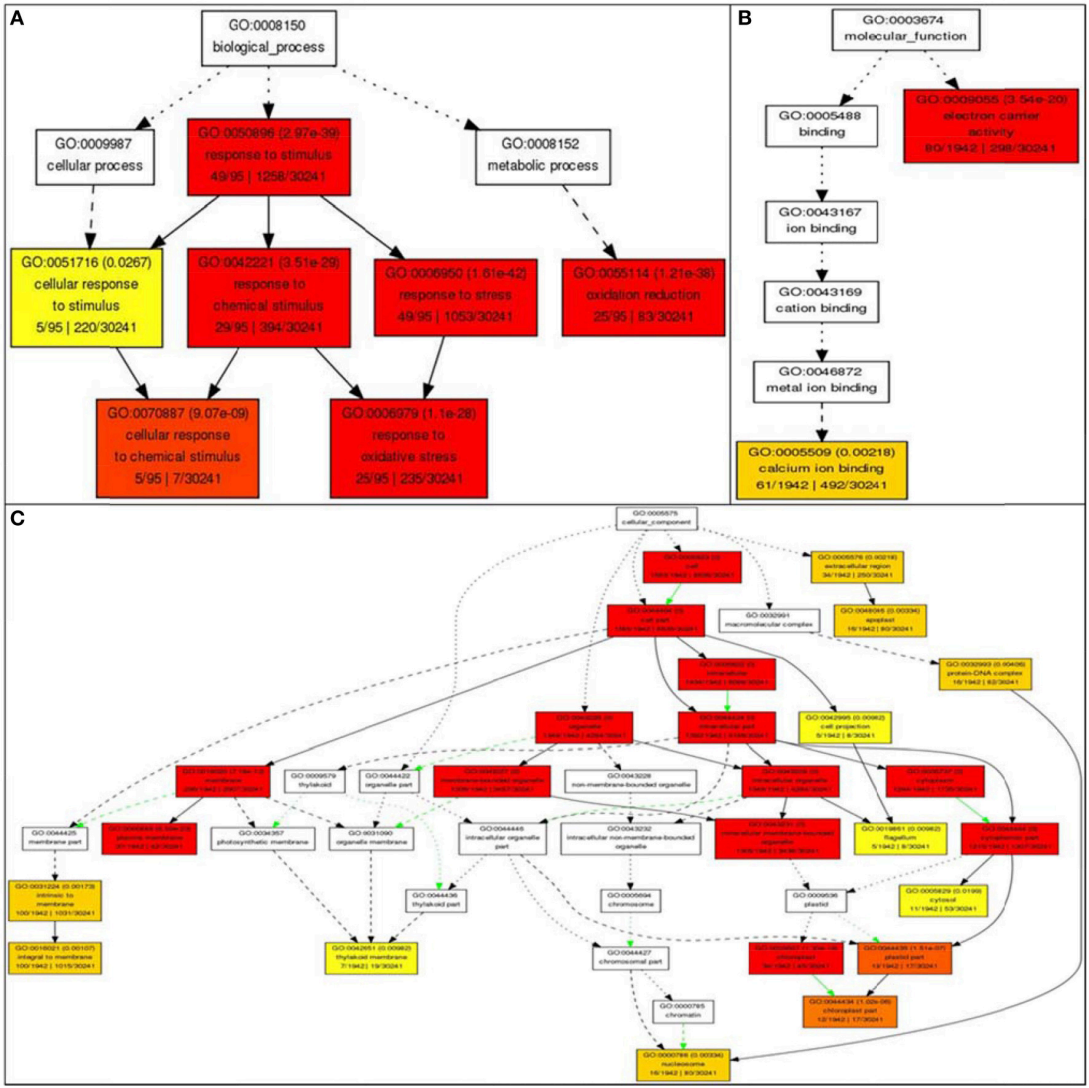
**Gene Ontology enrichment of RGA1-regulated, stress responsive genes from Rice DB**. The 1498 genes common to all four major abiotic stresses were subjected to GO enrichment using AgriGO with default settings. **(A)** Biological process categorization of the RGA1-regulated genes shared by salt, heat, cold, and drought stresses. **(B)** Molecular function categorization and **(C)** Subcellular localization of the RGA1-regulated genes shared by all four abiotic-stresses.

### Mining for miRNAs targeting RGA1-regulated, stress responsive genes

Data mining for miRNAs at Rice DB using the GO terms of 1498 RGA1-regulated genes shared by all four stresses revealed that 63 of them could be targets of miRNAs. This indicates the role of RGA1 in post-transcriptional regulation of 63 target genes for the first time. They include 38 up-regulated genes and 25 down-regulated genes identified in the RGA1 mutant (Table 3).

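Of the 63 genes of Table 3, 24 were higher and 32 lower in the channel labelled mutant past the threshold, and 7 did not pass with their brightest probe. All 56 passed with p adjusted over the list alone and over all probes, and the list was chosen on these arrays. The count moved most without moderation of the variance, where 28 passed. Ratios ran from −4.31 for a conserved hypothetical gene (Os01g0967800) to 2.71 ± 0.05 for the wound-responsive gene Os08g0357000 (SD, n = 2 arrays, adjusted p = 2.4e-05 from limma), whose 3 probes went down to 0.77. The gene described by its ZIM domain (Os10g0391400) had −3.30 ± 0.01 (adjusted p = 5.6e-06). A multicopper oxidase (Os01g0850700) had 2.29 ± 0.05 (adjusted p = 8e-05). Auxin response factor 2 (Os04g0442000) had −1.20 ± 0.08 (adjusted p = 0.0074). Counting any probe of a gene, 62 of the 63 passed, 25 higher and 38 lower with 1 of them in both directions.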

**Table 3:** **miRNA targets among RGA1-regulated stress-responsive genes**.

**Gene identifier**	**miRNA_gene**	**Rap_description**	**GOID**
Os11g0119100	OsSBS99	Catalytic/hydrolase	GO:0008152
Os11g0115400	OsSBS97	Lipid transfer protein LPT IV	NA
Os01g0679600	OsSBS87	THAP domain-containing protein 4	GO:0003674
Os03g0206400	OsSBS73	Conserved hypothetical protein	GO:0003674
Os10g0181200	OsSBS68	Protein prenyltransferase	GO:0006139
Os08g0562600	OsSBS67ab	C2 calcium-dependent membrane targeting	GO:0003674
Os10g0391400	OsSBS58	Tify domain containing protein	GO:0006950
Os03g0818400	OsSBS53	40S ribosomal protein S23 (S12)	GO:0005840
Os05g0128200	OsSBS45	Hypothetical conserved gene	GO:0009058
Os04g0396800	OsSBS4	Serine carboxypeptidase K10B2.2	GO:0005618
Os03g0126000	OsSBS27	Phosphorybosylanthranilatetransferase 1	GO:0008152
Os08g0561700	osa-MIR552	Superoxide dismutase	GO:0008152
Os03g0738400	osa-MIR530-5p′	Serine hydroxymethyltransferase,)	GO:0005739
Os02g0761400	osa-MIR530-3p	ATPREP2	GO:0005576
Os08g0137400	osa-MIR530	Cupredoxin domain containing protein	GO:0003674
Os09g0428000	osa-MIR529b	Glycosyltransferase, family 2 domain protein	GO:0016740
Os01g0823600	osa-MIR444f.17	Conserved hypothetical protein	GO:0003674
Os02g0324400	osa-MIR444c-5p	FON2 SPARE1	GO:0005576
Os02g0274900	osa-MIR444bc.9	Metabolite transport protein csbC	GO:0006810
Os07g0583600	osa-MIR444bc.25	Chitin-inducible gibberellin-responsive protein	GO:0007165
Os03g0802500	osa-MIR444ad.2,e	ATPase, AAA-type, core domain	GO:0005783
Os08g0482700	osa-MIR444	Conserved hypothetical protein	GO:0003674
Os04g0459600	osa-MIR442	Mog1/PsbP, alpha/beta/alpha sandwich domain	NA
Os05g0414700	osa-MIR403	Brassinosteroid insensitive 1 receptor kinase 1	GO:0005102
Os05g0557700	osa-MIR399j	Conserved hypothetical protein	GO:0005575
Os01g0850700	osa-MIR397b′	Cupredoxin domain containing protein	GO:0009056
Os01g0121600	osa-MIR396c-3p	Conserved hypothetical protein	GO:0006810
Os01g0180800	osa-MIR396c	Heat shock protein Hsp70 family protein	GO:0005634
Os03g0225500	osa-MIR395f ′	Nucleoporin, Nup133/Nup155-	GO:0005515
Os05g0574500	osa-MIR395c′o′	GTP-binding nuclear protein Ran1B	GO:0005515
Os03g0195300	osa-MIR395	Low affinity sulfate transporter 3	GO:0016020
Os03g0559700	osa-MIR393ab′	Conserved hypothetical protein	NA
Os03g0388900	osa-MIR319a.2	Peptidase C14, caspase catalytic protein	GO:0019538
Os01g0323600	osa-MIR2055′	S-adenosylmethionine synthase 2	GO:0016020
Os03g0409100	osa-MIR1884b-3p	PUA-like domain domain protein	GO:0019538
Os08g0417000	osa-MIR1884b	2OG-Fe (II) oxygenase domain protein	GO:0008152
Os10g0462900	osa-MIR1879′	Mitochondrial chaperonin-60	GO:0005739
Os08g0512400	osa-MIR1879	Unknown function DUF296 domain protein	GO:0003677
Os07g0492000	osa-MIR1862	Nucleoside diphosphate kinase I (NDK I)	GO:0005576
Os01g0763200	osa-MIR1861d	Transcription factor PCF7 (Fragment)	GO:0005575
Os02g0830700	osa-MIR1860-5p	Leucine-rich repeat	GO:0005623
Os09g0530700	osa-MIR1860-3p	Hypothetical conserved gene	GO:0003674
Os02g0580900	osa-MIR1858b	TGF-beta receptor	NA
Os03g0667100	osa-MIR1851	BTB/POZ domain containing protein	GO:0006950
Os10g0510000	osa-MIR1850	Actin	GO:0009719
Os01g0720600	osa-MIR1847.7	Starch synthase IVa	GO:0016740
Os03g0101300	osa-MIR1847.10	Hexose transporter	GO:0005829
Os03g0821100	osa-MIR1846d-5p	Non-cell-autonomous HS cognate protein 70	GO:0016020
Os07g0684800	osa-MIR1846c-5p	NAM/CUC2-like protein	GO:0005634
Os08g0357000	osa-MIR172c	Wound responsive protein	GO:0006950
Os04g0442000	osa-MIR172b	Auxin response factor 2 (ARF1-BP)	GO:0009058
Os03g0784000	osa-MIR172ad	FAD dependent oxidoreductase family protein	GO:0008152
Os02g0662700	osa-MIR171i	Scl1 protein (Fragment)	GO:0008150
Os03g0696300	osa-MIR169no	Nuclear transcription factor Y subunit A-1	GO:0007275
Os03g0687000	osa-MIR168a	Predicted protein	GO:0016020
Os03g0640800	osa-MIR166m	(Homeodomain-leucine zipper protein 14)	GO:0003677
Os12g0147800	osa-MIR164d	Phytosulfokines 5 precursor	NA
Os05g0580000	osa-MIR162b	ADP-glucose pyrophosphorylase (EC 2.7.7.27)	GO:0009058
Os03g0140200	osa-MIR1441	Cytochrome P450 86A1	GO:0005623
Os02g0821200	osa-MIR1428	Ribosomal protein L28e domain protein	GO:0005840
Os01g0967800	osa-MIR1328	Conserved hypothetical protein	NA
Os10g0503800	osa-MIR1322	Remorin	GO:0005575
Os06g0195900	NA	NOG, C-terminal domain containing protein	GO:0016020

*Data mining at Rice DB using them are targets for miRNA regulation*.

## Discussion

Heterotrimeric G-protein subunits or their interacting partners have either been implicated in stress signal transduction or have been shown to respond to stress themselves (Urano et al., 2013). Experimental approaches, including genome-wide studies, were generally focused on the response to individual stresses or individual components of G-protein signaling. The role of the G-protein α subunit in individual abiotic stress responses has been in particular focus, in relation to heat/salt stress in pea (Misra et al., 2007) and salt stress in Arabidopsis (Colaneri et al., 2014), rice and maize (Urano et al., 2014), or indirectly in ABA signaling (Pandey et al., 2010; Alvarez et al., 2011) or oxidative stress (Booker et al., 2012). The expression of rice Gα subunit (RGA1) gene itself was reported to be up-regulated by salt, cold, and drought stresses, and down regulated by heat stress (Yadav et al., 2013). However, there are no comprehensive studies on the genome-wide involvement of any heterotrimeric G-protein subunit in all the main abiotic stresses in any plant, except Arabidopsis (Chakraborty et al., 2015a,b). Comprehensive functional genomic analyses are particularly lacking on the genome-wide role of RGA1 or other G-protein subunits in multiple abiotic stress responses in rice.

In view of our own recent findings reported elsewhere in this issue on the growing importance of G-protein signaling components in abiotic stress response in *Arabidopsis* (Chakraborty et al., 2015c), as well as the importance of abiotic stress in rice crop improvement, we sought to examine the abiotic stress component of our RGA1 transcriptome microarray data in detail. This was done by combining our experimental functional genomic data with *in silico* meta data analysis to answer the following questions: Does abiotic stress figure prominently in the genome-wide response to RGA1 null mutation in rice and if yes, what are the various genes involved and how are they distributed in terms of major individual abiotic-stresses or in terms of their differential regulation in the RGA1 mutant? How do they compare with the known genome-wide response of normal rice plants to various abiotic stresses? Can *in silico* transcriptome meta-data analyses provide adequate insights for integrative understanding on abiotic stress signaling components in rice as possible converging points for interventions?

Our microarray experiments under MIAME compliant conditions using the Japonica rice RGA1 mutant and wild type (GSE 20925 at NCBI GEO) revealed 2270 differentially expressed genes, out of which the stress responsive data set was identified and analyzed using three approaches: Gene Ontology terms, data mining from STIFDB, and meta-data analysis from Rice DB. Firstly, segregation using Gene Ontology terms yielded 94 genes corresponding to various abiotic stress categories, most of which belonged to less than 40 families (Table 1), indicating their regulation by RGA1. The fact that majority of these families showed similar patterns of up/down regulation indicates that their regulation by RGA1 is also uniform, while there are a few families such as those related to oxidative stress response that show differential regulation of their members in the RGA1 mutant. 

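Among the oxidative stress families, catalase had 1 gene higher in the channel labelled mutant and 1 lower, of 3 on the array. Catalase A (Os02g0115700) had a log2 ratio of 2.93 ± 0.11 (SD, n = 2 arrays, adjusted p = 1.4e-05 from limma), with its probe saturated in that channel on 1 array. The probes of the lower gene ran from −3.05 to −2.88. A peroxidase gene of the same kind as those in Table 1 (Os03g0339300) had 1.34 ± 0.42 (adjusted p = 0.0051), with 10 of its 11 probes past the threshold.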

The uniform mode of up/down regulation of multiple members of the same family of stress-responsive genes reveals the inherently coordinated pattern of gene regulation in response to a stress signal (e.g., DREB), whereas the varied extent of that regulation reveals the fine tuning of the signal/response flux through a regulatory cascade. Such patterns of regulation may be amenable to deeper network analysis.

Secondly, data mining for genes specifically categorized as stress-responsive genes from Japonica rice at STIFDB yielded 626 genes, out which 106 genes belonging to various abiotic stresses—heat drought, salt cold, were RGA1-regulated (Figure 1). Together, these 106 abiotic stress-responsive genes constitute less than 5% of all the G-protein (RGA1) regulated genes. But they constitute a far higher proportion (17%) of the 626 abiotic stress-responsive genes, indicating the larger role for G-proteins in regulating them, even though mediating abiotic stress seems to be a smaller part of the genome-wide role of G-proteins. However, this difference may also be an artifact arising out of the relatively lesser coverage of 626 rice stress-responsive genes on the STIFDB, as compared to 3150 genes in *Arabidopsis*, as similar analysis on its GPA1 mutant produced more consistent ranking with cold>salt>drought (Chakraborty et al., 2015c).

Hierarchical clustering of the 106 RGA1-regulated, stress-responsive genes mined from STIFDB2.0 using Genevestigator revealed prominent clusters of cold and drought responsive genes (Figure 2), which were subjected to further analysis by biclustering using the same software. While hierarchical clustering helps in grouping genes with similar profiles across all abiotic stress conditions, Biclustering identifies groups of genes that exhibit similarity only in a subset of conditions such as cold or drought, irrespective of their expression profiles in other conditions. The regulation of genes identified as highly differentially regulated by biclustering in both cold and drought conditions was compared with the fold-change values obtained on our microarray (Figures 3, 4). This revealed that some of the genes follow similar pattern of regulation between the stress response in normal rice plants and the RGA1-response in mutants unexposed to stress. While these may indicate independent regulation, the remaining genes that follow opposite pattern of regulation could be due to the RGA1 mutation, suggesting that RGA1 may mediate the response of these genes to cold or drought stresses.

Thirdly, metadata analyses based on data mining at Rice DB using the 2270 genes we identified in the RGA1-transcriptome microarray revealed a much larger number of 1886 stress-related genes as differentially regulated in our RGA1 mutant. A Venn selection of the stress-responsive gene lists identified by all three approaches used in this study viz., gene ontology (94), STIFDB2.0 (106) and Rice DB (1886) revealed that the former two are largely subsets of the 1886 DEGs identified using Rice DB (Figure 5). Their Venn selections in terms of individual abiotic stress categories and by up/down regulation on our microarray (Figure 6) revealed 1498 genes as common to all four stresses, with fewer common genes in smaller combinations of stresses (Table 2). Out of them, 12 of the most up/down-regulated genes have been validated by qRT-PCR (Figure 7), confirming the broad trends of up/down regulated genes identified on the microarray. These include the well-known stress-responsive genes such as catalase and aquaporin. Among the individual stresses, the sheer number of RGA1-regulated genes that only respond to heat (and no other abiotic stress) is striking, and needs further analysis. Comparative microarray or RT-PCR profiling of the RGA1 mutant and wild type rice plants exposed to various abiotic stresses would reveal more details in this regard.

Gene Ontology enrichment of the 1498 RGA1-regulated genes shared by all four abiotic stresses using AGRIGO revealed their molecular functions, cellular localizations, and biological processes (Figure 8). In terms of processes, genes from the various abiotic stress signaling pathways such as calcium-dependent pathways, ABA dependent or independent pathways, and MAP kinase pathways, as well as various pathways involved in the production of osmoprotectants, heat shock proteins, metallothioneins, antioxidants etc., were found to be differentially regulated in the RGA1 mutant as elaborated below. Together, they clearly indicate the crucial role of G-protein alpha subunit signaling in transducing/mediating the response of rice to multiple abiotic stresses.

### Calcium-dependent pathways in G protein-mediated abiotic stress signaling

Calcium is a well-known second messenger in abiotic signal transduction and various calcium binding proteins such as calmodulins, calcineurin, CDPKs, and calcineurin B-like interacting protein kinases (CIPK) play an important role in calcium-dependent abiotic stress (Batistič and Kudla, 2012). The CBL proteins form a complex network with their target kinases CIPKs and regulate target gene expression (Das and Pandey, 2010). Some genes related to calcium signaling were shown to be involved in stress signaling in rice (Batistič and Kudla, 2012), and transgenic manipulation of some such genes has been shown to improve stress-tolerance in rice (Campo et al., 2014). 

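A calcium dependent protein kinase gene (Os02g0685900) was lower in the channel labelled mutant, with a log2 ratio of −1.57 ± 0.05 (SD, n = 2 arrays, adjusted p = 0.0013 from limma). The calmodulin-like gene Os11g0141400, described on the array by its EF-hand domain, had 0.95 ± 0.15 (adjusted p = 0.027) and stayed under the threshold. It passed with an offset of 0, at 1.00, with the processed signals, at 1.07, and with the series matrix values, at 1.08.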

In our study, calcium dependent protein kinase (Os02g0685900) is up regulated while Calmodulin-like protein CaML3 (Os11g0141400) is down regulated in the RGA1 mutant. Their further validation could help determine their potential as candidate genes for development of rice plants tolerant to multiple abiotic stresses.

### Map kinase pathways in G-protein-mediated abiotic stress signaling

Many MAPKs have been reported in rice for various abiotic stresses (Danquah et al., 2014). The MAPK gene OsMSRMK2 is highly induced by a variety of stresses including ABA, JA, SA, drought, and salt but not by cold (Danquah et al., 2014). In this study, for example, we found MAP kinase (Os03g0285800) to be up regulated. 

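The log2 ratio of this gene, which the array describes as MAP kinase 1, was −2.36 ± 0.14 (SD, n = 2 arrays, adjusted p = 6.9e-05 from limma), lower in the channel labelled mutant. All 8 of its probes passed the threshold, between −2.36 and −2.16. The other genes past it that are described as a MAP kinase or its kinase were Os05g0566400 at −1.35 ± 0.05 (adjusted p = 0.0036), the kinase kinase Os02g0787300 at −1.19 ± 0.30 (adjusted p = 0.0092), Os07g0584100 at −1.03 ± 0.18 (adjusted p = 0.018) and the kinase kinase Os06g0147800 with a bound only.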

A receptor-like kinase, or *O. sativa* stress-induced protein kinase gene 1, which is known to be involved in drought and salt stress tolerance is also induced in the RGA1 mutant.

### ABA signaling in G-protein mediated abiotic stress response

ABA is involved in the regulation of many aspects of plant growth and development and also is the major hormone that controls plant responses to abiotic stresses (Danquah et al., 2014), especially drought stress. ABA is also one of the most studied hormones in relation to G-protein signaling (Zhao et al., 2010). We found a related gene encoding the SNF1-related protein kinase regulatory gamma subunit 1 (AKIN gamma1Os04g0382300) to be suppressed in the RGA1 mutant. Similarly, drought- responsive element binding protein (DREB) is a part of ABA-independent pathway, from which both DREB2 and CRT/DRE binding protein were up regulated in our data. 

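This gene, described on the array by its CBS domain, was higher in the channel labelled mutant, with a log2 ratio of 1.61 ± 0.03 (SD, n = 2 arrays, adjusted p = 0.0011 from limma). All 4 of its probes passed the threshold, between 1.54 and 1.61.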

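None of the genes whose array description names DREB2 passed the threshold. DREB2A (Os05g0346200) came nearest, with a log2 ratio, labelled mutant over labelled wild type, of 0.84 ± 0.01 (SD, n = 2 arrays, adjusted p = 0.048 from limma). The DREB2B genes Os02g0202000 and Os02g0752800 had 0.14 ± 0.82 (adjusted p = 0.88) and 0.15 ± 0.11 (adjusted p = 0.84). Of the DREB2F genes, Os04g0549700 had −0.48 ± 0.24 (adjusted p = 0.3) and Os04g0648900 had 0.39 ± 0.28 (adjusted p = 0.45).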

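Of 160 genes described as Myb on the array, 12 were higher and 13 lower in the channel labelled mutant past the threshold. The median of their log2 ratios was 0.07, above 89.2% of random lists matched on size and intensity. The lowest reached −3.97 and the highest 2.31. A Myb protein gene (Os04g0517100) had −1.95 ± 0.33 (SD, n = 2 arrays, adjusted p = 0.00035 from limma), with all 4 probes past the threshold.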

Among the ABA signaling pathway genes, we also found that MYB expression was enhanced in the RGA1 mutants as compared with wild-type plants. 

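The gene described on the array as an abscisic acid responsive elements-binding factor (Os02g0766700), the AREB2 gene, was lower in the channel labelled mutant, with a log2 ratio of −1.55 ± 0.09 (SD, n = 2 arrays, adjusted p = 0.0014 from limma). It has 1 probe.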

Abscisic acid responsive element-binding factors belong to the ABA dependent pathway, of which AREB2 was up regulated in our data. Members of TF families that are involved in both ABA-independent (AP2/ERF and WRKY) and ABA dependent pathways are also involved in stress tolerance (Song et al., 2012).

### Transcription factors and miRNAs in G protein-mediated abiotic stress response

The expression of many stress responsive genes is mediated by transcription factors that bind to specific cis-elements in the promoters of their target genes. 

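The NAC gene OsNAC5 (Os11g0184900) was lower in the channel labelled mutant, with a log2 ratio of −2.64 ± 0.30 (SD, n = 2 arrays, adjusted p = 3.5e-05 from limma), and 2 of its 4 probes passed the threshold, with the others up to −0.43. WRKY transcription factor 45 (Os05g0322900) had −2.95 ± 0.21 (adjusted p = 1.4e-05), with its probes reaching −3.52. Alcohol dehydrogenase 1 (Os11g0210300) had 1.04 ± 0.08 (adjusted p = 0.017), with its 4 probes between 0.56 and 1.40. No array description names bZIP23 or bZIP72, and among 46 bZIP genes 2 were higher and 5 lower. Of 74 WRKY genes, 6 were higher and 14 lower. The median over the WRKY genes was −0.14, above only 0.22% of random lists.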

We found various transcription factors such as ADH1, OsNAC5, OsWRKY45, bZIP23/72 to be differentially regulated in our RGA1 mutant. Further characterization and validation of the transcription factors identified in our study may reveal their potential as candidate genes to engineer tolerance to various abiotic stresses in rice. At the post-transcriptional level, miRNAs are also known to play important regulatory roles in plant development and stress. miRNAs, such as miR168, miR171, and miR396, are regulated by abiotic stresses such as salinity, drought, and cold in rice (Mal et al., 2015). So far, no study has reported RGA1-responsive miRNAs involved in stress. In this study, we have mined 63 RGA1-regulated target genes for miRNAs that are also stress responsive. Further validation of their role in stress-response could reveal if they have any potential in crop improvement.

### Osmoprotectant genes, lea genes, heat shock proteins, and others

Several genes found to be differentially regulated in the RGA1 mutant belong to biosynthetic pathways of osmoprotectants such as polyamine, glycine-betaine, proline, and trehalose. 

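In the trehalose pathway, trehalose-6-phosphate phosphatase (Os02g0661100) was lower in the channel labelled mutant, with a log2 ratio of −3.02 ± 0.18 (SD, n = 2 arrays, adjusted p = 1.1e-05 from limma) and all 3 probes past the threshold. The glycosyl transferase gene Os08g0445700 had −2.24 ± 0.04 (adjusted p = 9.6e-05), while its other probe did not pass. A second glycosyl transferase gene (Os01g0749400) had −1.08 ± 0.18 (adjusted p = 0.014), with all 3 probes past the threshold.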

Three genes (Os08g0445700, Os02g0661100, and Os01g0749400) involved in the trehalose synthesis pathway were up regulated in the RGA1 mutant. A major pathway that is significantly down regulated is the betanidin degradation pathway with 21 genes being down regulated. Two genes (Os03g0738400, Os12g0409000) from the glycine betaine synthesis were also up regulated in the RGA1 mutant. These genes are known to be involved in various stress responses such as increased submergence tolerance, drought, and cold resistance (Marco et al., 2015).

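Both genes are described on the array as serine hydroxymethyltransferase. Os12g0409000 was at least 5.82-fold lower in the channel labelled mutant, where it was not well above background on either array. The brightest probe of Os03g0738400 had a log2 ratio of −0.69 ± 0.21 (SD, n = 2 arrays, adjusted p = 0.11 from limma) and did not pass the threshold under any setting tried, but 2 of its 5 probes did, the lowest at −1.87 and the highest of the 5 at 0.37.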

Heat shock proteins and molecular chaperone proteins like metallothionein proteins are involved in heat and drought tolerance. 

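Of 15 metallothionein genes on the array, 4 were lower and 6 higher in the channel labelled mutant past the threshold. The type 2 genes Os01g0149200 and Os01g0149800 had log2 ratios of −4.29 ± 0.37 (SD, n = 2 arrays, adjusted p = 1.3e-06 from limma) and −4.10 ± 0.29 (adjusted p = 1.6e-06). The genes Os05g0111300 and Os01g0200700 had −2.78 ± 0.01 (adjusted p = 2e-05) and −2.18 ± 0.20 (adjusted p = 0.00013). Of these, Os01g0149200 and Os01g0200700 were saturated in the channel labelled wild type on 1 array. The higher genes included Os12g0570700 at 3.38 ± 0.02 (adjusted p = 4.7e-06), Os12g0571100 at 2.40 ± 0.07 (adjusted p = 5.8e-05) and Os12g0567800, which was at least 6.03-fold higher. The median over the family was 0.19 and turned to −0.05 with dim probes left out. In the heat shock protein family, a cognate 70 kDa gene (Os03g0821100) had −1.80 ± 0.35 (adjusted p = 0.00063), with 1 of its 2 probes past the threshold.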

Their genes were highly up regulated in the RGA1 mutant with fold changes up to three and validated by qRT-PCR (Figure 7). Late embryogenesis abundant (LEA protein) genes are known to help in drought and salinity tolerance (Mondini and Pagnotta, 2015). In our study, Lea14-A was up-regulated in the RGA1 mutant, indicating its potential importance in rice stress. Similarly, among the hormone regulatory genes, we found RGA1-regulation of IPT and ABA hydroxylase, which delay senescence and yield under drought and reduce sterility under cold stress. 

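A pair of genes on the array is described as Lea14-A, and they went in opposite directions. Os05g0584200 was lower in the channel labelled mutant, with a log2 ratio of −1.57 ± 0.15 (SD, n = 2 arrays, adjusted p = 0.0014 from limma) and both probes past the threshold. Os01g0225600 was higher, with 1.16 on each array (adjusted p = 0.0089). Over the 20 genes described as late embryogenesis abundant, 2 were higher and 3 lower, from −2.80 ± 0.23 for Os01g0314800 (adjusted p = 2.1e-05, saturated in the channel labelled wild type on 1 array) to 3.11 ± 0.38 for Os03g0322900 (adjusted p = 1.2e-05).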

Oxidative stress related genes such as Glutathione S-transferase and superoxide dismutase genes are involved in salt and cold stress (Marco et al., 2015). In our study, superoxide dismutase was down regulated in the RGA1 mutant, indicating the important role of G-protein alpha subunit in SOD-mediated regulation of oxidative stress. 

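Of 11 superoxide dismutase genes on the array, 1 was higher in the channel labelled mutant and 2 were lower. All 5 probes of the higher one, Os08g0561700, passed the threshold, up to 1.56. The manganese enzyme gene Os05g0323900 was lower, with a log2 ratio of −1.54 ± 0.12 (SD, n = 2 arrays, adjusted p = 0.0016 from limma). An iron enzyme gene (Os06g0115400) had −0.68 ± 0.27 (adjusted p = 0.12) with its brightest probe, and a dimmer probe passed at −1.17.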

Genes encoding proton pumps, antiporters, and ion transporters like vacuolar Na+/H+ antiporter and aquaporins are also known to enhance salt and cold tolerance. 

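The aquaporin gene Os07g0448800 was higher in the channel labelled mutant, with a log2 ratio of 1.16 ± 0.12 for its brightest probe (SD, n = 2 arrays, adjusted p = 0.0093 from limma), which was saturated in that channel on 1 array. Of its 7 probes, 6 had a ratio on both arrays, from 0.50 to 3.13, and 4 passed the threshold. Aquaporin PIP2.3 (Os09g0541000) had 2.60 ± 0.28 (adjusted p = 3.8e-05), with its probes going down to 0.53. Of 13 aquaporin genes 2 were higher, and 2 others had a probe that passed the threshold lower, Os02g0666200 at −1.17 and Os06g0336200 at −2.51.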

Our data shows that aquaporins are down regulated 3.36 times in the RGA1 mutant and is validated by qRT-PCR (Figure 7).

## Conclusion

Overall, our results clearly indicate the potentially crucial role of the G-protein α subunit (RGA1) in regulating the response of the rice plant to multiple abiotic stresses for further experimental validation. The 1886 RGA1-regulated and stress-responsive genes we mined in this study may represent only a subset of overall-stress responsive genes in rice, but they do constitute a G-protein (RGA1)-regulated subset that was never described in any plant so far, except in Arabidopsis elsewhere in this issue (Chakraborty et al., 2015c). The fact that as many as 1498 RGA1-regulated, stress-responsive genes are common to the four abiotic stresses (drought, salt, heat, cold), and that relatively fewer genes are uniquely regulated by RGA1 in response to individual stresses indicates that RGA1-signaling could be a converging point for the regulation of multiple abiotic stress responses. Its experimental validation, as well as that of the exceptionally large number of 111 unique genes regulated by RGA1 in heat stress (unshared with the other three stresses) could offer glimpses into the commonalities and differences in heat stress signaling vis-à-vis other stresses.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Microarray Analysis of Rice d1 (RGA1) Mutant Reveals the Potential Role of G-Protein Alpha Subunit in Regulating Multiple Abiotic Stresses Such as Drought, Salinity, Heat, and Cold
**Source:** Front Plant Sci. 2016 Jan 28;7:11. doi: 10.3389/fpls.2016.00011
**Supplement:** Supplementary file 1

**Supplementary Table 1: Gene ontology of the core list of stress responsive genes shared by 4 abiotic stresses.**

**Supplementary Table 2:** The primer sequences used for Real time PCR validation. The up regulated and down regulated gene IDs are shown in red and green font respectively.

| **IDENTIFIER** | **Primer Sequence** |
| --- | --- |
| Os01g0149800 | OsqMtpupF GTGCTGCGGAGGAAACT  OsqMtepupR CATGATGACAGTCTGGGTAGTG |
| Os10g0450900 | OsqGspupF ACTACCCAGCTCACTGAAGTA  OsqGspupR ACCAATGCTAAGGAGGACAAG |
| Os02g0703600 | OsqCycupF CGAACGGTGGATTCCGTATTAG  OsqCycupR TCATCAACTCCTCTGCTCCT |
| Os01g0860500 | OsqChiupF GTGAAGAAGTCTCCCAAGTACG  OsqChiupR TAGCTCAAACGCTGGACTTC |
| Os01g0357100 | OsqFnrupF GACGAGGAGTAGGAACACAGA  OsqFnrupR CCATGGGCGAAGGCATATT |
| Os04g0497000 | OsqAdhupF CTCACATCGCAGAGCAATCT  OsqAdhupR GCTGCCATCTTTGGTCTCT |
| Os01g0149800 | OsqHlhupF TGGCCACCTACTTTACCTAGTC  OsqHlhupR AACCACCTCCATCACGTAGT |
| Os01g0124400 | OsqBbpdwF CATCTGCGAGGACATCTACTG  OsqBbpdwR GTCGGCGGGTTCATCTT |
| Os08g0473900 | OsqAAPdwF GGAACCTGAAGCAGGAGATAAC  OsqAAPdwR CGATCTTCACCATGACCTTCTC |
| Os10g0544600 | OsqZfdwF CTCGTGAAGATGGAGAGAGAATG  OsqZfdwR ACCTCAACGCAACAGAGATAC |
| Os07g0448800 | OsqAquadwF GCGTTCTACCACCAGTACATC  OsqAquadwR ACGCCTTCCAGCCATTATC |
| Os02g0115700 | OsqCatdwF CGGATAGACAGGAGAGGTTCAT  OsqCatdwR ATCACACTGGGAGAGGTAGTT |

How the deposited data were processed for this re-analysis (not part of the article)

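The d1 mutant of rice, with a mutation in the Gα gene RGA1, and its wild type were compared on 2 Agilent arrays of 60-mer oligonucleotides, each hybridized with both genotypes. The second array held RNA from a fresh batch of plants with the dyes swapped, so each array is 1 biological replicate and each ratio is taken within an array. The labels put the mutant in Cy3 and the wild type in Cy5 on replicate 1, and the reverse on replicate 2, and these labels were kept in every comparison. Plants were 25 days old, grown at 25°C with 12 h of light and 12 h of dark.

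The authors deposited the scanner output of Agilent Feature Extraction, whose header gives version 9.5.3.1. In it the mean signal and the median local background of each spot are intensity values on a linear scale, with no background subtracted and no normalization between dyes. The same deposited files hold processed signals, also a linear intensity, for which the scanner software subtracted background and normalized the dyes. The authors also deposited a series matrix made with GeneSpring GX, whose values are the log2 ratio of Cy3 over Cy5 on both arrays. This scale and direction were read from the values, which have Pearson correlations of −0.990 and −0.934 across probes with the log2 ratio of Cy5 over Cy3 from the processed signals. The paper's normalization per chip and per gene could not be repeated from the files, and the main values start from the mean signals.

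Each array holds 45151 spots, of which 1417 are controls, and the 43734 other spots carry 42477 probes, 569 of them without a locus identifier. On replicate 1 the median signal was 162 in Cy3 and 1051 in Cy5 over backgrounds of 47 and 111, and on replicate 2 it was 232 and 984 over 46 and 107. Outliers in either channel were marked at 240 spots on replicate 1 and 66 on replicate 2. Saturated spots numbered 0 in Cy3 and 129 in Cy5 on replicate 1, and 11 and 231 on replicate 2. The number of arrays, 2, limits the precision of all values, and the fit has 1 residual degree of freedom per probe.

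Background was corrected with the normexp method with an offset of 50 in limma 3.58.1 under R 4.3.3 with data.table 1.17.8. Control spots and outlier spots were then left out, each array was normalized by loess, and the spots of a probe were averaged. The log2 ratios were fitted in limma with the design −1 and 1, so that the mean is the channel labelled mutant over the channel labelled wild type, and the variance was moderated across probes with 11.1 prior degrees of freedom. Adjusted p-values are from limma by the Benjamini-Hochberg method over the 42287 probes with a ratio on both arrays, and all of these tests are 2-sided. A probe passes the threshold with an absolute log2 ratio of at least 1 and an unadjusted p under 0.05, the values of the paper's methods, which name neither the test nor a correction for that p. A gene passes if any of its probes does. Every probe with an absolute log2 ratio of at least 1 also had an unadjusted p under 0.05, so in the main setting the p removed none. Of 5390 such probes, 5333 passed after adjustment, so equal counts before and after adjustment on a list add little. The exact test on the signs of 2 arrays cannot go below p = 0.5, and groups of this size leave no other split of the samples to compare, so the fit without turning the swapped array was used in its place.

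Named genes are all genes that the paper gives by locus identifier in its text, tables, figures or supplement, the genes of the G-protein subunits, and the 5 probes with the largest rise and the 5 with the largest fall that were past the threshold, well above background in at least 1 channel on both arrays and changed in the same direction on both. A gene is represented by its probe with the highest average intensity. Where a probe was not well above background for a genotype on either array, the ratio is a lower bound against the larger of its own signal and the lowest signal called well above background in that channel, and where this held for both genotypes no fold is given. The dimmer channel of these genes was well above background on 1 of the 2 arrays only: Os01g0723600, Os01g0967800, Os02g0325600, Os03g0195300, Os03g0307200, Os03g0322900, Os03g0594900, Os03g0667500, Os04g0497000, Os04g0572400, Os05g0360400, Os09g0568400, Os10g0371600, Os10g0491000, Os11g0226000, Os12g0125000, Os12g0438600 and Os12g0571100. For Os02g0202000, Os03g0635100 and Os04g0540300 this held for both channels. Spots saturated on 1 of the arrays were kept at their value. Some genes that the paper gives only by name were found by their array description after the data had been examined but before their values were tabulated, apart from 3 phytochelatin synthetase-like genes that had been left out by mistake and were added after their values had been seen.

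For gene families, 20 lists of description words were fixed before the data were examined, along with all alternatives, thresholds and the rule for named genes. The list for SAPK kinases matched no description. A further 6 lists (Myb, WRKY, bZIP, clock genes of dawn, clock genes of dusk and iron acquisition without nicotianamine synthase) were added afterwards, the iron list after the nicotianamine synthase values had been seen. The median of a family was ranked among 10000 random lists of the same size drawn from 50 groups of like intensity, and the middle 95% of these was taken as their range. The called genes were permuted 10000 times within the 12 chromosomes to test windows of 100 neighbouring genes by locus number, with windows of 50 and 200 as alternatives. Figures read by eye and the larger end of the ranges of some entries of Table 1 were compared with the computed values, and these entries were chosen after family values had been seen.

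The alternatives were an offset of 0, no background subtraction, the processed signals, median centring in place of loess, loess followed by Aquantile, dim probes left out, no moderation of the variance, moderation with a trend on intensity, no replicate block, the series matrix values, each replicate left out, and the fold alone on each array without a p. Without a replicate block, the 4 channels after loess and Aquantile were taken as 4 samples. The dim filter kept 23437 probes that were well above background in the channel of at least 1 genotype on both arrays. Genes with several probes were also counted by their brightest probe and by the mean over their probes.

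The fit was tested on simulated data with 200 changed probes, of which 198 were called in their direction and 0 in the other, along with 64 unchanged probes, and 25 of those remained after Benjamini-Hochberg adjustment. Of 200 random lists, 6 fell outside the middle 95%. A planted block of called genes gave p = 0.001996 in the permutation test, and no block gave p = 0.6148. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The qRT-PCR measurements, the published stress experiments and the database queries for stress terms, gene ontology and microRNAs were not analysed here, since their inputs are not in the array files.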

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

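All 4 tests on RGA1 were chosen only after its values had been seen, and those on the ribosomal protein, photosystem and iron-acquisition genes were set before theirs. Each result in this part is a signal in genes whose array values the paper does not discuss.

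RGA1 (Os05g0333200) had a log2 ratio of 3.60 in the channel labelled mutant over the channel labelled wild type, although it is the gene mutated in d1. A single faulty or cross-hybridizing probe is excluded, since 7 of 7 probes passed the threshold on the same side. Labels interchanged on only 1 array are excluded as well, since the turned ratios of the arrays correlate positively across probes, with a Pearson correlation of 0.730. What stays open is a pair of explanations. Labels interchanged on both arrays would make genes run opposite to the paper, and of 70 genes with a direction in the paper 62 did so, as did 54 of the 56 past the threshold. Labels as given, with more RGA1 transcript in the mutant and the signs of the paper turned, need the same 62 of 70. Until 3 genes of low ratio were added to that list, after their values had been seen, it stood at 61 of 67, and a bound on the share of all genes, which the longer list does not reach, was then replaced by one on the genes past the threshold. The ratios therefore may come from either, and no array value here separates them. The paper reports that qRT-PCR on total RNA of mutant and wild type plants broadly corresponded with its array signs. Labels as given would need those measurements turned as well, and they were not analysed here. The paper describes the mutant as devoid of the Gα subunit, which does not fix the level of a transcript that the probes can bind.

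The nicotianamine synthase gene Os03g0307300 had the largest rise of all probes that the rule for named genes admits, with a log2 ratio of 7.84 ± 0.32 (SD, n = 2 arrays, adjusted p = 3.2e-08 from limma) in the channel labelled mutant, where it was saturated on 1 array. Its other probe gives at least 173.8-fold, and the neighbouring gene Os03g0307200 had 7.60 ± 0.08 and 7.23 ± 0.15 with its probes. Plants that differed in iron status might show this, in which case other iron-acquisition genes would rise as a list. Of 9 such genes, 4 were higher and 0 lower, with a median of 0.27 that lay above 90.05% of random lists and so within their middle 95%. With dim probes left out, 8 genes remained and the median of 0.80 lay above 99.79%, so that the treatment of dim probes keeps this open. The members past the threshold were Os03g0667300 at least 15.4-fold higher, Os02g0649900 at least 2.51-fold higher, Os02g0306400 at 2.19 ± 0.05 (adjusted p = 0.00011) and Os03g0667500 at 1.58 ± 0.64 (adjusted p = 0.0026). The genotype itself stays among the open explanations and was not tested apart from the plants that carry it.

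Ribosomal protein genes had a median log2 ratio of −0.54 in the channel labelled mutant over 307 genes, below all 10000 random lists, with 65 genes lower and 4 higher. Photosystem and chlorophyll a/b-binding genes had a median of 0.59 over 43 genes, above 99.98% of random lists, with 12 higher and 1 lower. The signs held with dim probes left out, at −0.59 and 0.59, and with the processed signals, at −0.56 and 0.67. Dye bias is excluded, since the turned median of the ribosomal list was −0.49 on replicate 1 and −0.57 on replicate 2 with the dyes swapped, and that of the photosystem list was 0.64 and 0.51. As Cy5 over Cy3 the medians were −0.02 and −0.04. The loess curve is excluded as the whole cause, since median centring gave −0.61 and 0.59. The genotype may underlie both lists, with the direction left open by the labels, and a difference in growth or leaf stage between the plants was not tested.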

How the results depend on the processing

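No alternative was added after the data were examined, and each was run on the results for which it was set. The correlation between the arrays and the count without turning the swapped array had only the alternatives of background, normalization and the dim filter. Most families had only the processed signals and the dim filter. Median centring and no background subtraction were run as well on the ribosomal protein, photosystem and nitrate lists. Leaving out a replicate gives values with no test, with no adjusted count, and the fold alone has none either.

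Of 42287 probes, 5390 passed the threshold. The count stayed within 1.5 times that number except for the processed signals with 9736, the series matrix values with 9934, and no moderation of the variance with 2167. Genes past the threshold were 3884, and the same settings gave 7314, 7493 and 1648. Higher in the channel labelled mutant were 1445 genes, against 3030, 3681 and 697, and lower were 2450, against 4306, 3839 and 955. The lower genes also moved without background subtraction, to 1603, and with the fold alone, to 1630. After Benjamini-Hochberg adjustment in limma, 5333 probes passed, and 9076 did with the series matrix values. None did with an offset of 0, where the count was 0 adjusted and 6723 unadjusted, or without moderation, where it was 0 adjusted and 2167 unadjusted. Apart from the missing moderation, where 1 residual degree of freedom is left per probe, the cause was not tested. No replicate block gave 5342 probes and 3850 genes, so the pairing within an array changed little, and with it 4960 probes passed after adjustment. Aquantile after loess leaves the ratios of each array as they are and so says nothing about stability. Without each replicate in turn, probes past the threshold ranged from 5522 to 6788, genes from 4051 to 5110, higher genes from 1499 to 2076 and lower genes from 1990 to 3622.

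Of 3895 gene calls with their direction, 3870 were also made with the processed signals, 3867 with the series matrix values, 3782 with an offset of 0, 3619 with median centring and 3861 without a replicate block. No background subtraction kept 2672 of them without further calls, while the dim filter with 3665, the fold alone with 2724 and no moderation with 1652 could only take calls away. Without replicate 1, 3548 were shared, and without replicate 2, 3114. The share of higher genes was 37.1% and ranged from 34.6% with median centring to 48.95% with the series matrix values among the tested settings. It was 29.3% without replicate 1 and 51.1% without replicate 2, so which direction holds more genes rests on the array chosen.

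The Pearson correlation between the arrays was 0.730, against 0.574 with an offset of 0, 0.780 without background subtraction, 0.812 with the processed signals, 0.638 with median centring and 0.885 with dim probes left out. The count without turning the swapped array was 1 probe, against 125, 0, 7, 37 and 0 in the same settings. By the fold alone, without a p, that count was 89 probes, against 2080, 0, 432, 276 and 63. The cause was not tested.

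Of the genes of Table 3, 56 passed with their brightest probe and 28 did without moderation of the variance, while the other settings gave 45 to 58. Over 347 named genes, 1 changed direction past the threshold, Os04g0540300 with a ratio near 0 that became 1.10 under the series matrix values. An offset of 0 brought 12 past the threshold and dropped 1, the processed signals brought 24, the series matrix values 26 and dropped 1, and median centring brought 9 and dropped 3. No background subtraction dropped 14, the fold alone 27 and no moderation 85. With the dim filter 300 of the genes remained, with their ratios as they were, which says nothing about stability. Moderation with a trend and no replicate block, which change the p and not the ratios, left all 347 on their side, and the fit with a trend gave 5049 probes after adjustment.

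The largest share of called genes in a window of 100 was 28 of 100 (permutation p = 0.16), while windows of 50 genes gave 38.0% (permutation p = 0.049) and windows of 200 gave 22% (permutation p = 0.38). Among the families, aldehyde dehydrogenase had a median of 0.36, above 97.8% of random lists, and with the processed signals it was 0.44 but above 96.6%. Sucrose synthase had 0.24, above 83.8%, and with dim probes left out 0.75, above 97.8%. The cause was not tested. Of the added lists, WRKY had −0.14, and −0.30 with dim probes left out, above 3.39% of random lists. Medians changed sign with dim probes left out for metallothionein, to −0.05, MAP kinase, to −0.18, superoxide dismutase, to −0.02, alcohol dehydrogenase, to −0.01, bZIP, to −0.11, and aquaporin, to 0.09. Late embryogenesis abundant and aquaporin genes had 0.14 with the processed signals, where the median of all genes was also 0.14. Signal over background limits the ratios of dim probes, since between 46.8% and 70.3% of spots were well above background in a channel.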

Differences from the paper's values

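Read by the labels, the ratios run opposite to the paper for 62 of 70 genes whose direction the paper gives, so that every value here is turned to the channel labelled wild type over the channel labelled mutant, which is the paper's scale. All alternatives named here were set before the data were examined. With the signs turned, 42 of the 43 genes compared with Figures 3, 4 and 7 have the paper's sign, and 15 lie within the SD of the 2 arrays, counting Os02g0559800, which has only a bound. The error of a reading by eye was not measured and is not part of that SD, so a small difference is not established where the arrays are nearly equal, as for Os05g0562300 and Os01g0699100. Each alternative is judged by the SD of the probe it uses, taken in its own setting where it has both arrays. One with a wider spread can therefore come within at a value no nearer to the paper's. Over the 43 genes the median difference was 0.18, 36 lay within 0.5, and 32 were larger than in the figure. For Os08g0473900 the number printed in Figures 3 and 4 equals the turned value of −3.33.

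The paper gives 2270 differentially expressed genes, and 3884 passed here. No background subtraction (2665), no moderation of the variance (1648), the fold alone (2716) and the mean over the probes of a gene (3334) come within 1.5 times the paper's number, and the other alternatives do not. The paper gives 1242 up-regulated genes, and 2450 were higher on the turned scale. No background subtraction (1603), no moderation (955) and the fold alone (1630) come within 1.5 times, and the others do not. For aquaporin the paper gives a decrease of 3.36, and the turned log2 ratio of Os07g0448800 fell by 1.16, which stayed outside under all alternatives. All of them use the same brightest probe, which was saturated in the channel labelled mutant on replicate 2, while replicate 1, where it was not, had 1.07 as labelled, and the probes of the gene with a ratio lie between 0.50 and 3.13 in size.

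Among the ranges of Table 1, only the larger end was compared, on the member with the largest ratio. Those of alcohol dehydrogenase 1, catalase isozyme, Ran1B, superoxide dismutase and triosephosphate isomerase lay within the SD. For heat stress transcription factor Spl7 a value within it came from Os09g0526600, which the array describes as heat shock factor protein 3. Of the genes described as Spl7, Os04g0568700 had only a bound of at least 2.05-fold. The other, Os09g0456800, had −0.40 as labelled and did not pass the threshold. That of DRE-binding protein lay within the SD on a member with only a bound. The other entries compared did not. Aldehyde dehydrogenase is −1.21 in the paper and −2.77 here, and none of the alternatives comes within the SD. With the processed signals (−3.27) and the series matrix values (−3.60) the largest member is another gene, Os09g0440300, with only a bound of at least 2.06-fold, which leaves the paper's value open there. Catalase isozyme 2 is 2.89 in the paper and 3.05 here, and only the processed signals (2.99) and leaving out replicate 2 (3.15) come within it. The value of 3.15 is farther off and comes within by an SD of 0.32 against 0.04. MAP kinase is 2.19 in the paper and 2.36 here, and no background subtraction (2.27), median centring (2.43) and leaving out replicate 2 (2.42) come within it. The values of 2.43 and 2.42 are farther off and come within by SDs of 0.25 and 0.26 against 0.14. With an offset of 0 (2.65), the processed signals (3.93), the series matrix values (3.78) and without replicate 1 (2.60) the largest member is Os06g0147800, with only a bound of at least 4.03-fold, which leaves the paper's value open there, and the remaining alternatives do not come within. For metallothionein type 2 the paper has 3.88 and the turned value is 4.29, with the probe saturated in the channel labelled wild type on replicate 1, and no background subtraction (4.20), the processed signals (4.29) and leaving out replicate 1 (4.03) come within the SD, the rest not. For nucleoside diphosphate kinase I the paper has −1.36 and the turned value is −1.21, and only the processed signals (−1.35) and the series matrix values (−1.29) come within. For peroxidase the paper has −6.09 and the turned value is −6.23, and only no background subtraction (−5.69, which is farther off) and leaving out replicate 2 (−6.14) come within. For sucrose synthase the paper has 1.84 and the turned value is 2.01, and none of the alternatives comes within.

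In Figure 3, read by eye, the paper has about 1.6 for Os01g0699100, where the turned value is 1.76, about 2.1 for Os03g0782200, where it is 2.30, and about 1.5 for Os04g0543500, where it is 1.65. It has about 1.0 for Os05g0562300, here 1.13, about 1.2 for Os06g0133400, here 1.38, and about 2.3 for Os03g0122300, here 1.11. None of the alternatives comes within the SD for these genes, although a dimmer probe of Os03g0122300 had a ratio of −2.38 as labelled. Read by eye in Figure 3, the paper has about 1.3 for Os01g0757500, here 1.47, which only no background subtraction (1.33) brings within. For Os01g0878900 it has about 3.7, here 3.83, and for Os04g0604300 about 2.1, here 2.29, which only leaving out replicate 2 brings within (3.77 and 2.21). Os02g0325600 is at about 1.4, here 1.53, Os03g0802500 at about 1.2, here 1.30, and Os09g0526600 at about 1.8, here 1.08, and only leaving out replicate 1 brings them within (1.48, 1.24 and 1.39). Os04g0610400 is at about 1.9, here 2.17, which no background subtraction (2.12) and leaving out replicate 1 (2.01) bring within. Os06g0248500 is at about 1.4, here 1.52, which no background subtraction (1.42), median centring (1.62, which is farther off) and leaving out replicate 2 (1.45) bring within. Os02g0191300 is at about −1.0, here −0.96, which an offset of 0 (−0.98), the series matrix values (−1.05) and leaving out replicate 1 (−0.99) bring within. Os02g0589000 is at about −1.1, here −0.98, which the processed signals and the series matrix values (both −1.05) bring within. The alternatives not named for a gene do not bring it within.

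In Figure 4, read by eye, the paper has about 3.3 for Os01g0246400, here 3.51, about 2.3 for Os03g0286900, here 2.49, and about 1.7 for Os05g0410200, here 2.21, and none of the alternatives comes within the SD. It has about 4.4 for Os01g0357100, here 4.65, which only leaving out replicate 2 (4.54) brings within, and about −2.9 for Os12g0437800, here −3.04, which only median centring (−2.91) brings within.

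In Figure 7, read by eye, the paper's array values are about 4.1 for Os02g0703600, here 4.25, and about 4.2 for Os04g0497000, here 4.43, and only no background subtraction brings these within the SD (4.15 and 3.98). They are about −4.3 for Os01g0124400, here −2.72, about −3.3 for Os02g0115700, here −2.93, about −3.4 for Os07g0448800, here −1.16, about 4.0 for Os10g0450900, here 1.62, and about 4.3 for Os01g0860500, here −1.50. None of the alternatives brings these genes within, all of which were run on the brightest probe. As labelled and before turning, other probes of Os01g0124400 reach 4.27, of Os02g0115700 3.14, of Os07g0448800 3.13, of Os10g0450900 −4.22 and of Os01g0860500 −4.58, which was looked at only after the values had been seen. The brightest probe of Os02g0115700 was saturated in the channel labelled mutant on replicate 2, and replicate 1, where it was not, had 3.01 as labelled.

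Some genes that the paper lists as regulated did not pass with their brightest probe. Calmodulin-like Os11g0141400 had −0.95 turned and passed with an offset of 0, the processed signals and the series matrix values. Of Figure 3, Os02g0191300 passed with the processed signals and the series matrix values, Os02g0589000 with those and with an offset of 0, while Os01g0238500, at −0.83 turned, passed with no setting that has a test and had −1.05 turned without replicate 1. Of Figure 4, Os10g0491000, at 0.97 turned, passed with an offset of 0, the processed signals, median centring and the series matrix values. Of Table 3, Os01g0720600 and Os03g0640800, and of Supplementary Table 1, Os09g0568400, passed with the same settings, and Os07g0577600 of that table with median centring. Without replicate 1 the ratios of Os11g0141400, Os01g0720600, Os03g0640800, Os07g0577600 and Os07g0690900 also reached the fold threshold, with no test. Without replicate 2 those of Os02g0589000, Os10g0491000, Os09g0568400 and Os11g0226000 did, again with no test. No setting brought Os03g0738400, Os10g0181200, Os03g0126000, Os03g0696300, Os10g0503800, Os09g0535000, Os05g0176100 or Os03g0278300 past it with the brightest probe, but all of these except Os10g0181200 had another probe past it. MAP kinase kinase 2 (Os11g0226000) passed with the processed signals and the series matrix values, lower on the turned scale, where the paper has MAP kinase kinase 2 as a singly regulated gene that is up-regulated, and Os06g0147800 of that description was at least 4.03-fold higher on that scale. The paper lists phytochelatin synthetase as down-regulated, and no gene of that description passed with its brightest probe. Os10g0497700 had another probe past the threshold, lower on the turned scale, and passed that way with the series matrix values (1.02 as labelled). Os04g0540300 did so too with those values (1.10 as labelled). Without replicate 1, Os07g0690900 went the other way, with −1.18 as labelled, a ratio that has no test. The paper has the Myb factor as down-regulated, as both genes were on the turned scale, with −2.11 and −1.17. It has MYB expression as enhanced, where 12 Myb genes were lower and 13 higher on that scale. The paper writes that the RGA1-regulated DREB members seem uniformly up-regulated, whereas on the turned scale 3 were higher and 2 lower, the latter being Os06g0165600 at −1.16 and Os06g0166400 at −1.73. It has DREB2 as up-regulated, and none of the DREB2 genes passed, while DREB2A (Os05g0346200), at 0.84 as labelled, passed with the series matrix values at 1.01, lower on the turned scale. It has Lea14-A as up-regulated, and Os05g0584200 was on the turned scale at 1.57 while Os01g0225600 was at −1.16. It has the metallothionein genes as highly up-regulated, and its Table 1 names type 2. Both genes described as type 2 were higher on the turned scale, Os01g0149200 at 4.29 and Os01g0149800 at 4.10. Over all 15 metallothionein genes of the array, a wider set than the paper's entry, 4 were higher and 6 lower on that scale. It has superoxide dismutase in the discussion as down-regulated, and on the turned scale 1 gene was lower and 2 were higher. It has aquaporins as down-regulated, and 2 genes were lower and 2 higher on that scale. It has chitinase Os01g0860500 as up-regulated, and its brightest probe was lower on that scale, with 5 of 8 probes lower and 2 higher past the threshold.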

Other observations

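The test on dye bias and plant batch was chosen only after the counts had been seen, and the other tests of this part were set before their results. The pattern that underlies all counts is that probes pass the threshold in both directions. Dye bias or a difference between the batches of plants is excluded as its main cause. By the fold alone, 89 probes passed when the swapped array was not turned, against 5390 when it was. With an offset of 0 these counts were 2080 and 7772, so a part is left open there. The count of 1 unturned probe that also passed by p decides little, since the genotype difference enters the residual of that fit. Sequence differences between the lines under single probes are excluded as the whole cause as well. In 1281 genes with a called probe and another probe well above background, the other probe had a median of 1.24 in the called direction against 1.40 for the called one, a ratio of 0.888, and 96.3% went the same way. The other probe passed in the same direction in 829 of them and in the opposite direction in 4. The genotype may underlie these calls, as a hypothesis that the same arrays raised.

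Called genes were 3884 on the array and made up between 11.98% and 14.58% of the genes of a chromosome. A window of 100 neighbouring genes on chromosome 5, from Os05g0542500 to Os05g0557700, held the most, with 28 called, 8 higher and 20 lower (permutation p = 0.16). Blocks carried over from another parent could raise such a share, and windows of 50 with 19 called (permutation p = 0.049) and of 200 with p = 0.38 by permutation leave this undecided. A linked block around RGA1 stays open as well, since the 10 called among the 100 genes in its window (permutation p = 0.91) lie within the permutations, which shows no excess there but does not rule out a small block, and windows of 50 and 200 gave p = 0.93 and p = 0.95 by permutation.

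Genes of nitrate assimilation were among the largest falls in the channel labelled mutant, with nitrite reductase Os02g0765900 at −4.90 ± 0.01 (SD, n = 2 arrays, adjusted p = 5.3e-07 from limma; saturated in the channel labelled wild type on 1 array) and nitrate reductases Os08g0468100 at −3.88 ± 0.19 (adjusted p = 2e-06) and Os08g0468700 at −2.50 ± 0.13 (adjusted p = 4.4e-05). Nitrate transporters rose, among them Os10g0554200 with 1.48 ± 0.24 (adjusted p = 0.0022) and Os12g0638300, at least 3.56-fold higher. Over the list of 20 genes 5 were higher and 5 lower, with a median of 0.10 above 71.3% of random lists. With dim probes left out the median lay above 76.9%, but a median near 0 over members that go both ways decides nothing about dim probes. The calls say more, since 17 genes remained, again with 5 higher and 5 lower. This argues against dim probes as the source of these calls. In the dimmer channel, Os02g0770800 and Os12g0638300 were still not well above background on either array. A harvest at another time of day might move such genes, and the genes listed as clock genes of dusk, Os01g0182600 at 1.04 ± 0.03 (adjusted p = 0.017) and Os03g0284100 at 1.11 ± 0.14 (adjusted p = 0.012), had a median of 1.08. The probes of Os03g0284100 ran from −0.11 to 1.22. Its array description names both pseudo-response regulator 9 and a Timing of CAB expression 1-like protein, which leaves its phase unclear. The only clock gene of dawn with a probe, Os01g0156000, was not well above background in either genotype, so that its opposite direction could not be tested and this stays open.

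Other changes among the 5 largest in each direction were, in the channel labelled mutant, Os12g0230100 of a Clp protease subunit at least 59.5-fold higher, the uncharacterized genes Os04g0297800 and Os11g0170900 at least 62.1-fold and 35.0-fold lower, the bHLH gene Os04g0301500 at least 29.4-fold lower and Os10g0482600 at least 17.0-fold lower. Os10g0371600 had −5.01 ± 0.60 (adjusted p = 8.6e-07 from limma). The paper's lists hold none of these genes.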
